# Oncostatin M Maintains Naïve Pluripotency of mESCs by Tetraploid Embryo Complementation (TEC) Assay

**DOI:** 10.3389/fcell.2021.675411

**Published:** 2021-05-26

**Authors:** Xiaoying Ye, Chenglei Tian, Linlin Liu, Guofeng Feng, Kairang Jin, Haiying Wang, Jiyu Chen, Lin Liu

**Keywords:** oncostatin M (OSM), LIF, ESC, naïve pluripotency, TEC mice, telomere, 2C-genes, Stat3

## Abstract

It has been well established that leukemia inhibitory factor (LIF) is essential for maintaining naïve pluripotency of embryonic stem cells (ESCs). Oncostatin M (OSM) is a member of the IL-6 family of cytokines which share gp130 as a receptor subunit, and the OSM-gp130 complex can recruit either LIF receptor β or OSM receptor β. Here we show that OSM can completely replace LIF to maintain naïve pluripotency of ESCs. Mouse ESCs (mESCs) cultured in the presence of LIF or OSM not only express pluripotency genes at similar levels but also exhibit the same developmental pluripotency as evidenced by the generation of germline competent chimeras, supporting previous findings. Moreover, we demonstrate by tetraploid embryo complementation assay, the most stringent functional test of authentic pluripotency that mESCs cultured in OSM produce viable all-ESC pups. Furthermore, telomere length and telomerase activity, which are also crucial for unlimited self-renewal and genomic stability of mESCs, do not differ in mESCs cultured under OSM or LIF. The transcriptome of mESCs cultured in OSM overall is very similar to that of LIF, and OSM activates Stat3 signaling pathway, like LIF. Additionally, OSM upregulates pentose and glucuronate interconversion, ascorbate and aldarate metabolism, and steroid and retinol metabolic pathways. Although the significance of these pathways remains to be determined, our data shows that OSM can maintain naïve pluripotent stem cells in the absence of LIF.

## Introduction

Mouse embryonic stem cells (mESCs) derived from the inner cell mass of preimplantation embryos are known to be in a state of naïve pluripotency. This condition is underscored by the derivation of healthy adult mice if the cells are introduced into a tetraploid donor blastocyst (Nagy et al., 1993). Leukemia inhibitory factor (LIF) is typically added to the culture medium to inhibit autonomous differentiation of mESCs, mainly by activating the Jak/Stat3 pathway (Niwa et al., 1998; Raz et al., 1999). Novel condition 2i (inhibitors of Mek and Gsk3β signaling) medium reportedly could retain self-renewal and multilineage commitment of embryoid bodies independent of LIF and Stat3 (Ying et al., 2008). Addition of LIF to 2i medium (2i/L medium) was reported to elevate the development potential of mESCs by completed-ESC pups, although the pups failed to survive to adulthood due to irreversible global DNA hypomethylation and impaired telomere function for long-term culture (Choi et al., 2017; Yagi et al., 2017; Guo et al., 2018). More specifically, LIF has been shown to play an essential role in underpinning the naïve pluripotency of mESCs not only in conventional serum medium but also in chemically defined 2i medium. Thus far, however, there have been no reports of a complete replacement for LIF in mESC cultures.

Oncostatin M (OSM) is a member of the interleukin (IL)-6 family and was originally characterized for its ability to promote differentiation of histiocytic lymphoma cells (Zarling et al., 1986). Of note, OSM has been reported to be structurally and functionally related to LIF, sharing both the transducer gp130 and LIF receptor beta (LIFRβ) (Gearing and Bruce, 1992; Gearing et al., 1992). Notably, mESCs cultured in OSM were shown to resemble, in morphology and expression of pluripotency markers, to mESCs grown in LIF-supplemented medium (Rose et al., 1994). Moreover, OSM was found to retain mESCs in pluripotency, as revealed by the detection of chimeras that were competent for germline transmission (Nichols et al., 1994). However, it remains elusive whether OSM could completely substitute LIF in maintaining the mESCs in naïve pluripotency by tetraploid embryo complementation, which is considered the most stringent test for complete developmental potential (Eggan et al., 2002).

In the present study, we demonstrate that OSM could maintain mESCs in naïve pluripotency, as validated by the generation of healthy adult mice from mESCs cultured in OSM for up to 10 passages using the TEC method. mESCs in OSM-supplemented medium exhibited equivalent pluripotency and 2-cell gene expression levels, telomere length, telomerase activity, overall transcriptome profile, efficiency of germline competent chimera, and generation of TEC mice, compared with mESCs cultured in LIF. In addition to activating the Jak/Stat3 signaling pathway, OSM was also found to upregulate pentose and glucuronate interconversion, ascorbate and aldarate metabolism, and steroid and retinol metabolic pathways, which might be involved in the self-renewal and maintenance of naïve pluripotency. However, this needs further investigation.

## Materials and Methods

### Mice and Cell Culture

Mice were housed in the College Animal Facility and the use of mice for this research was approved by the Institutional Animal Care and Use Committee at Nankai University. Balb/c and ICR mice were purchased from Beijing Vital River Laboratory Animal Technology Co., Ltd.

The mouse ES cell line used in this study was derived from the C57BL/6 × 129S6 blastocyte based on the method described (Huang et al., 2008). The mESCs were cultured on mitomycin C-inactivated MEF feeder cells in serum and LIF based conventional ESC culture medium for five passages. Then the mESCs were transferred to different conditions including ESC basic medium (-LIF medium), ESC basic medium with 1,000 U/mL LIF (Millipore) (LIF medium), and ESC basic medium with OSM (GenScript) (OSM medium), for another 5 (P5) and 10 (P10) passages. ESC culture medium was changed daily and cells routinely passaged every 2 days. Count the cells during passaging for proliferation curve. The ESC basic medium consisted of knockout DMEM (Invitrogen), 20% ESC-quality FBS (Hyclone), 0.1 mM non-essential amino acids (Sigma), 0.1 mM β-mercaptoethanol (Invitrogen), 1 mM L-glutamine (Invitrogen), penicillin (50 U/mL) and streptomycin (50 U/mL) (Invitrogen).

### Immunofluorescence Microscopy

Mouse ESCs were fixed in 3.7% paraformaldehyde in PBS for 30 min at 4°C, washed once in PBS then permeabilized in 0.1% Triton X-100 in blocking solution (3% goat serum plus 0.1% BSA in PBS) for 30 min at room temperature, washed once with PBS, and left in blocking solution for 2 h. Cells were incubated overnight at 4°C with primary antibodies against Oct4 (sc5279, Santa Cruz), Nanog (A300-397A, Bethyl), SSEA-1 (MAB4301, Millipore). ESCs were washed three times (each for 15 min) with blocking solution, and incubated for 2 h with secondary antibodies at room temperature. Goat Anti-Mouse IgG (H + L) FITC (115-095-003, Jackson) and Goat Anti-Rabbit IgG (H + L) Alexa Fluor^®^ 594 (111-585-003, Jackson), diluted 1:200 with blocking solution, were used. Samples were washed and counterstained with 0.5 μg/mL DAPI in Vectashield mounting medium (Vector Laboratories). Fluorescence was detected and imaged using Confocal laser scanning microscope LSM710 (Carl Zeiss).

### Gene Expression Analysis by Real-Time qPCR

Total RNA of mESCs at P10 was extracted with RNeasy Mini Kit (Qiagen), according to manufacturer’s instructions. The cDNA was generated from 2 μg total RNA using M-MLV Reverse Transcriptase (Invitrogen). Real-time quantitative PCR (qPCR) reactions were set up in duplicate with the FS Universal SYBR Green Master (Roche) and run on an iCycler MyiQ2 Detection System (Bio-Rad). Each sample was repeated three times and normalized using Gapdh as the internal control. The amplification was performed for primary denaturation at 95°C for 10 min, then 40 cycles of denaturation at 95°C for 15 s, annealing and elongation at 58°C for 1 min, and the last cycle under 55–95°C for the dissociation curve. Relative quantitative evaluation of the target gene was determined by comparing the threshold cycles. The primers are listed in Supplementary Table 1.

### Western Blot

Mouse ESCs were collected and lysed in cell lysis buffer on ice for 30 min and then sonicated for 1 min at 60 of amplitude at 2 s intervals. After centrifugation at 10,000 *g* at 4°C for 10 min, the supernatant was collected. The protein samples were boiled in SDS sample buffer at 95°C for 10 min then was resolved by 10% Acr-Bis SDS-PAGE and transferred to polyvinylidene difluoride membranes (PVDF, Millipore). Non-specific binding was blocked by incubation in 5% non-fat milk or 5% BSA solution for 2 h. Blots were then probed with primary antibodies overnight by incubation at 4°C with Oct4 (sc5279, Santa Cruz), Nanog (ab80892, Abcam), Lin28a (3978S, CST), Stat3 (ab76315, Abcam), pStat3 (#9131S, Cell Signaling), H3K4me3 (Abcam, ab213224), H3K27me3 (Abcam, ab177178), H3 (Abcam, ab1791), or β-Actin (P30002, Abmart) served as the loading control. Secondary antibodies HRP conjugated goat anti-rabbit IgG (NA934V, GE Healthcare) or goat anti-mouse IgG (H + L) (ZB2305, ZSGB-BIO) were used for incubation at room temperature for 2 h. Protein bands were visualized using Chemiluminescent HRP substrate (WBKLS0500, Millipore).

### FACS Analysis

For the FACS analysis of Zscan4 expression profile, mESCs at P10 were collected and washed with cold PBS, then fixed in cold 70% ethanol, permeabilized in 0.1% Triton X-100 in blocking solution (3% goat serum in PBS) for 30 min, washed three times, and left in blocking solution for 1 h. ESCs were incubated with primary antibody against Zscan4 (AB4340, Millipore) for 1.5 h, washed three times, and incubated for 1 h with secondary antibody Alex a Fluor 488 Goat Anti-Rabbit IgG (H + L) (A11008, Life) diluted 1:200 with blocking solution. Samples were washed three times with PBS and FACS analysis was performed using a Flow Cytometer (BD Biosciences).

### Telomere Measurement by Q-FISH

Telomere length was estimated by telomere Q-FISH as described previously (Herrera et al., 1999; Huang et al., 2011). Telomeres were denatured at 80°C for 3 min and hybridized with Cy3-labeled (CCCTAA)_3_ peptide nucleic acid (PNA) probe at 0.5 μg/mL (F1002, Panagene). Chromosomes were stained with 0.5 μg/mL DAPI. Fluorescence from chromosomes and telomeres were digitally imaged on a Zeiss microscope with Cy3/DAPI using AxioCam and AxioVision software 4.6. Telomere length showed as telomere fluorescence intensity was integrated using the TFL-TELO program (a gift kindly provided by P. Lansdorp).

### Telomerase Activity by TRAP Assay

Telomerase activity was determined by the Stretch PCR method according to manufacturer’s instruction using the TeloChaser Telome-rase assay kit (T0001, MD Biotechnology). About 2.5 × 10^4^ mESCs at P10 from each sample were lysed. Lysis buffer served as negative controls. PCR products of cell lysate were separated on non-denaturing TBE-based 12% polyacrylamide gel electrophoresis and visualized by ethidium bromide (EB) staining.

### Telomerase Assay by ELISA Assay

Telomerase level was determined by ELISA method according to the manufacturer’s instruction using Mouse Telomerase (TE) ELISA kit (CSB-E08022m, CUSABIO).

### Chimera Generation, Tetraploid Complementation, and Genotyping

To produce chimeric mice, 10–15 mESCs were injected into four or eight-cell embryos collected from Balb/c mice, using a piezo-actuated microinjection pipette. Injected embryos were cultured overnight in KSOM medium. Blastocysts were transplanted into the uterus of 2.5 dpc pseudo-pregnant ICR mice. For tetraploid embryo complementation assay, tetraploid embryos were first produced by electrofusion of two-cell stage embryos collected from ICR mice. Approximate 15 ESCs at P10 were subsequently injected into the cavity of the tetraploid blastocysts. The tetraploid complemented embryos were transplanted into the uterus of pseudo-pregnant ICR mice. Surrogate mother delivered pups naturally on approximately day 17.5 of gestation. DNA microsatellite genotyping analysis was performed using D12Mit136 and D8Mit4. The PCR primer sequences (Supplementary Table 2) were obtained from the Mouse Genome Informatics website.

### Library Preparation and RNA-Sequencing

Library Preparation and RNA-Sequencing mRNA was purified from total RNA extracted from mESCs at P10 using poly-T oligo-attached magnetic beads. Fragmentation was carried out using divalent cations under elevated temperature in NEB Next First Strand Synthesis Reaction Buffer (5×). First strand cDNA was synthesized using random hexamer primer and M-MLV Reverse Transcriptase (RNase H). Second strand cDNA synthesis was subsequently performed using DNA Polymerase I and RNase H. Remaining overhangs were converted into blunt ends via exonuclease/polymerase activities. After adenylation of 30 ends of DNA fragments, NEB Next Adaptors with hairpin loop structure were ligated to prepare for hybridization. To select cDNA fragments of preferentially 150–200 bp in length, the library fragments were purified with AMPure XP system (Beckman Coulter, Beverly, United States). Then 3 mL USER Enzyme (NEB, United States) was used with size-selected and cDNA adaptor ligated at 37°C for 15 min followed by 5 min at 95°C prior to PCR. PCR was performed with Phusion High-Fidelity DNA polymerase, Universal PCR primers and Index Primer. At last, PCR products were purified using AMPure XP system and library quality assessed on the Agilent Bioanalyzer 2100 system. Cluster of the index-coded samples was performed on a cBot Cluster Generation System using TruSeq PE Cluster Kit (Illumina) according to the manufacturer’s instructions. After cluster generation, the library preparations were sequenced on an Illumina Hiseq platform.

### Bioinformatics Analysis

Clean reads were mapped to the mouse reference mm10 reference genome using Hisat2 (Kim et al., 2015). Reads were assigned and counted to genes using the Featurecounts (Liao et al., 2014). The read counts were then loaded into RStudio (R version 3.5), and DESeq2 was used to identify differentially expressed genes. Functional enrichments (GO annotation or KEGG) of differential genes were performed using clusterProfiler (Yu et al., 2012). The heat-maps were drawn by the function “pheatmap” of R packages, correlation coefficients were calculated by the function “cor” in R. Scatterplots were generated using the “ggplot2” package to graphically reveal genes that differ significantly between two groups. Corrected *P*-value of 0.05 and log_2_ (fold change) of 1 were set as the threshold for significantly differential gene expression.

### Quantification and Statistical Analysis

Statistics were analyzed using the GraphPad Prism. Data were analyzed using two-tailed unpaired Student’s *t*-test to compare two groups or ANOVA to compare more than two groups and expressed as Mean ± SEM. *P-*values less than 0.05 were considered significant (^∗^*P* < 0.05, ^∗∗^*P* < 0.01 or ^∗∗∗^*P* < 0.001). In addition, data of TFU is expressed as Mean ± SD in Figure 2B. FACS data were analyzed by FlowJo. TFU of telomere Q-FISH was quantified by TFL-TELO program. Graphs were generated using GraphPad Prism or R package ggplot2 and other R packages described in the method details.

## Results

### OSM Activates the Stat3 Pathway and Sustains Expression of Pluripotency Genes

It is known that LIF binds to the gp130/LIFRβ cell-surface receptor complex, which intracellularly bound to Jak1 to initiate activation of the Stat3 signaling cascade and the core pluripotency circuitry (Niwa et al., 2009). Activation of Stat3 is known to be critical for the maintenance of pluripotency in ESCs (Raz et al., 1999). We thus investigated whether the Stat3 pathway was activated by OSM and aimed to confirm the optimal concentration for this activation.

We used naïve mESCs at passage 5 in these experiments. Using western blot analysis, we measured the protein levels of Stat3 and pStat3 (phosphorylated Stat3) in the mESCs treated with different concentrations of OSM (5, 10, and 20 ng/mL) for 24 h. We also used mESCs cultured in LIF and LIF-free ESC culture medium as positive and negative controls, respectively. As expected, based on the shared receptors with LIF, we found that OSM activated Stat3 at concentrations of 5, 10, and 20 ng/mL. We also observed that phosphorylation of Stat3 reached its maximum level at 10 ng/mL OSM (Figure 1D). Based on this finding, we cultured mESCs in medium supplemented with 10 ng/mL OSM in all subsequent experiments. To determine the time required for OSM-triggered activation of Stat3, we treated mESCs with 10 ng/mL OSM for different periods (0, 1 2, 3, and 4 h). Our western blot analysis showed that after 1 h of incubation with OSM, the level of pStat3 increased, reaching its maximum level at 3 h, after which it decreased to a relatively stable level (Figure 1E).

**FIGURE 1:**
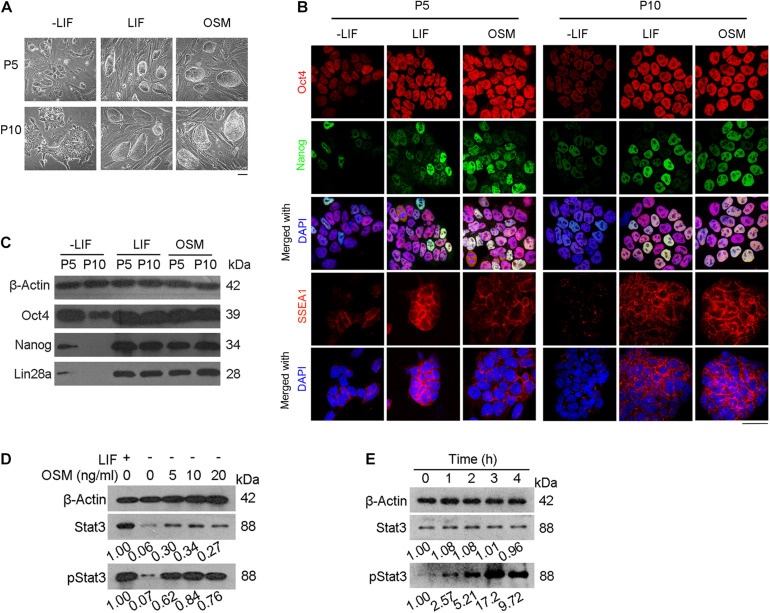
OSM activates Stat3 pathway and sustains expression of pluripotency genes. **(A)** Morphology of mESCs cultured in ESC basic medium (-LIF), ESC basic medium with LIF (LIF) and ESC basic medium with OSM (OSM). Scale bar, 100 μm. **(B,C)** Expression of pluripotency genes cultured in -LIF, LIF and OSM medium at P5 and P10 by immunofluorescence **(B)** and western blot **(C)**. Scale bar, 20 μm. **(D)** Western blot analysis of Stat3 activated by treatment with different concentrations of OSM for 24 h. **(E)** Western blot analysis of Stat3 activated by treatment with 10 ng/mL OSM for different lengths of time.

Mouse ESCs were then cultured for another 5 (P5) and 10 (P10) passages in the ESC culture medium supplemented with 10 ng/mL OSM (OSM-ESCs) or 1,000 units/mL LIF (LIF-ESCs), with mESCs cultured in the absence of either LIF or OSM (-LIF-ESCs) serving as the control. We observed that morphologically, both LIF and OSM could sustain the undifferentiated cell state (characterized by compact domed cell colonies). In contrast, only differentiated clones (characterized by large, flat cells) could be observed in the -LIF-ESCs at the same passages (Figure 1A). Furthermore, immunofluorescent staining indicated that the expression of pluripotency-associated proteins (Oct4, Nanog, SSEA1) did not differ in mESCs cultured in either OSM or LIF at either P5 or P10, whereas they were dramatically decreased in -LIF-ESCs, suggesting that these cells underwent dramatic cellular differentiation (Figure 1B). This result was further validated by western blot analysis for Oct4, Nanog, and Lin28 (Figure 1C).

### OSM Facilitates Normal Telomere Function and Heterogeneity in 2-Cell Gene Expression

Mammalian telomeres consist of TTAGGG_n_ repeat sequences at the end of chromosomes that are known to protect genomic stability, with the telomere length being maintained primarily by the action of telomerase (Blackburn et al., 2015; Liu, 2017). Telomere lengths have been highly correlated with the developmental pluripotency of mESCs (Huang et al., 2011). Therefore, we measured telomere length of mESCs chromosomes by telomere quantitative fluorescence *in situ* hybridization (Q-FISH). We observed that mESCs cultured under the three conditions described above exhibited normal karyotypes at P10 (Figure 2A). Moreover, telomere length (represented as telomere fluorescence intensity (TFU) in OSM-ESCs (83.56 ± 30.00 TFU) were similar to those of LIF-ESCs (81.89 ± 21.43 TFU). In contrast, we note that telomeres dramatically shortened in -LIF-ESCs (76.32 ± 38.40 TFU) over passages *in vitro* (Figure 2B), which is associated with the differentiating phenotype. Using quantitative real-time PCR (qRT-PCR), we found that the expression of *Tert* was significant at a higher level in OSM-ESCs than in -LIF-ESCs, though lower than in LIF-ESCs. There were no significant differences in the expression levels of *Terc* telomerase subunits in -LIF-ESCs, OSM-ESCs and LIF-ESCs (Figure 2C). To directly assess the telomerase activity, we performed both telomeric repeat amplification protocol (TRAP) and enzyme-linked aptamer sorbent assay (ELISA). The TRAP assay did not reveal any noticeable differences among -LIF-ESCs, LIF-ESCs, and OSM-ESCs in terms of their telomerase activity. For ELISA assay, we used the A49*Terc-*knockout ES cell line as the negative control, and the N33 wild-type ES cell line as the positive control. We observed that both OSM-ESCs and LIF-ESCs exhibited significant higher telomerase activity than -LIF-ESCs, whereas telomerase activity in OSM-ESCs was lower than in LIF-ESCs (Figures 2D,E). Together, these results indicated that OSM retained the length of telomeres and a relatively high telomerase activity to maintain the capacity of ESCs for indefinite self-renewal.

**FIGURE 2:**
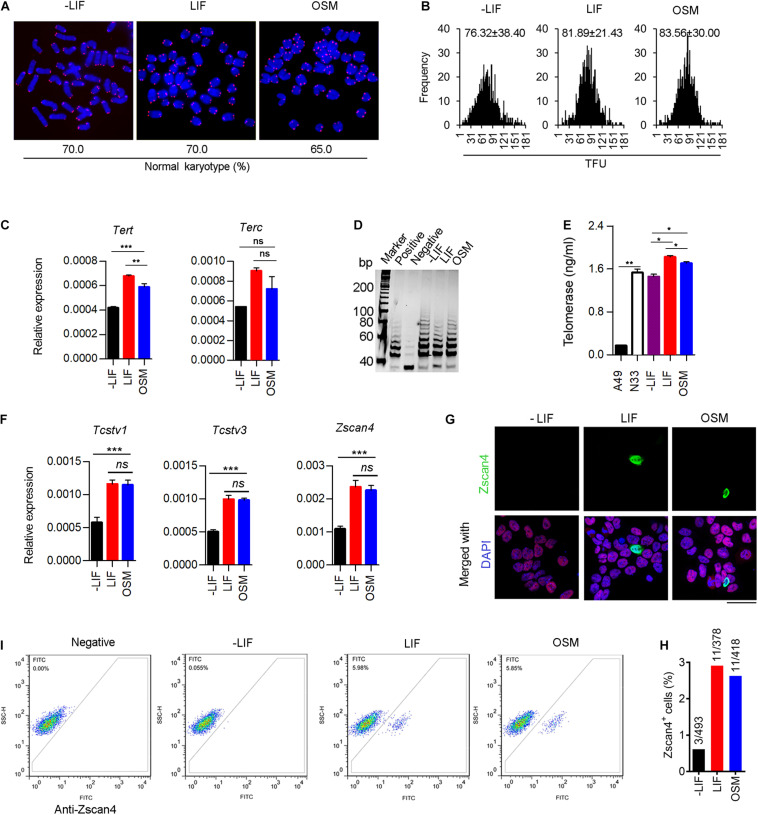
OSM maintains telomere elongation, telomerase activity and heterogeneity in 2-cell gene expression. **(A)** Representative images displaying telomere Q-FISH of mESCs cultured in -LIF, LIF, and OSM medium. Blue, chromosomes stained with DAPI; Red dots, telomeres. Bottom panel, the ratio of normal karyotype in the three culture conditions. **(B)** Telomere Q-FISH assay showing telomere length distribution by telomere fluorescence unit (TFU). Data shown as Mean ± SD. **(C)** Expression of telomerase-related genes: *Tert* and *Terc* in mESCs cultured in -LIF, LIF and OSM medium. **p < 0.01; ***p < 0.001; ns, no significant difference. **(D)** Telomerase activity measured by TRAP assay. Lysis buffer served as negative control. **(E)** Telomerase activity measured by ELISA assay. A49 mESCs (*Terc*^–/–^ G4 ESCs) and N33 mESCs (wild type ESCs) served as negative control and positive control, respectively. *p < 0.05; **p < 0.01. **(F)** Relative expression of 2-cell genes including *Tcstv1*, *Tcstv3*, and *Zscan4* in ESCs cultured in -LIF, LIF, and OSM medium. ***p < 0.001; ns, no significant difference. **(G)** Immunofluorescence staining of Zscan4 (green) and Oct4 (red) in ESCs cultured in -LIF, LIF, and OSM medium. Blue, DAPI. Scale bar, 20 μm. **(H)** Percentage of Zscan4^+^ cells (number of mESCs counted in immunofluorescence staining assay). **(I)** Flow cytometry diagram indicating percentage of Zscan4^+^ cells in mESCs cultured in -LIF, LIF, and OSM medium. Samples lacking the antibody served as a negative control.

Naïve mESC cultures are known to be a heterogeneous mixture of metastable cells with fluctuating activation of 2-cell embryo specific genes (2C-genes), such as *Zscan4* (Falco et al., 2007), *Tcstv1/3* (Cerulo et al., 2014) and *MERVL* elements (Macfarlan et al., 2012). These 2C-like cells have been reported to exhibit an extended development ability, contributing to both embryonic and extraembryonic tissues, thus mimicking their *in vivo* counterparts, the totipotent 2-cell embryos. To determine whether OSM facilitates expression of 2C-genes, we analyzed the transcripts of *Zscan4*, *Tcstv1*, and *Tcstv3* by qRT-PCR. We did not observe any significant differences in the expression levels of these three genes between OSM-ESCs and LIF-ESCs. In contrast, their expression was dramatically decreased in ESCs grown without LIF or OSM (Figure 2F). Typically, mESC cultures (~5% of cell population) are known to express *Zscan4*, facilitating telomere elongation by telomere-sister chromatid exchange (T-SCE) (Zalzman et al., 2010). Immunofluorescence microscopy quantification and flow cytometry analysis confirmed the occurrence of a proper proportion of Zscan4-positive (Zscan4^+^) cells maintained in OSM-ESCs, similar to those in LIF-ESCs (Figures 2G–I).

### OSM Supports Efficient Production of Germline Transmission Mice and TEC Mice

To assess the developmental potential of mESCs cultured in OSM, we performed injections of 4–8-cell embryos. We noted that the mESCs cultured in OSM and LIF exhibited similar efficiency in generating chimeras with germline competence (Figures 3A,B,D). Microsatellite genotyping analysis verified that these mESCs contributed to the generation and development of various tissues including the heart, liver, spleen, lungs, brain, kidneys, and gonads (Figure 3C). To firmly demonstrate their naïve pluripotency, we performed TEC experiment, the most stringent functional test of pluripotency (Eggan et al., 2002). Surrogate female mice naturally delivered TEC pups on approximately day 17.5 of gestation. We found that the mESCs cultured in OSM and LIF achieved similar efficiency in producing TEC pups, and all pups were able to grow healthily into adulthood, being fertile (Figures 3E,F). Microsatellite genotyping analysis confirmed that the examined tissues were molecularly of an ESCs origin (Figure 3G). Both chimera and TEC experiments demonstrated that naïve ESCs cultured in OSM based medium robustly contribute to three germ layers including brain from ectoderm, kidney, heart from mesoderm, and liver, lungs and spleen from endoderm, revealed by microsatellite genotyping analysis (Figures 3C,G). These results verified that OSM was equivalent to LIF in maintaining the naïve pluripotency of ESCs in the TEC assay.

**FIGURE 3:**
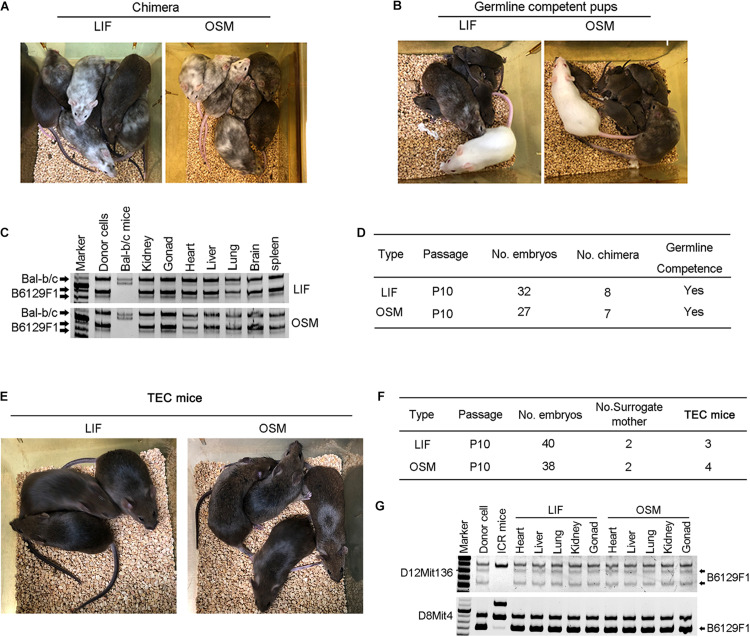
Germline competence chimera and viable tetraploid complementation mice generated from ESCs cultured in OSM medium. **(A,B)** Chimera **(A)** and germline competency **(B)** of mESCs cultured in LIF and OSM medium by 4–8-cell embryo injection. Germline offspring was produced by mating chimeras with albino ICR mice. Albino Balb/c mice served as embryo donors, and pseudo-pregnant albino ICR mice as surrogate mother. **(C)** Genotyping analysis of chimeras by microsatellite primers D12Mit136. **(D)** Summary of 4–8-cell embryo injection of mESCs cultured in LIF and OSM medium. **(E)** Full-ESC mice generated from mESCs cultured in LIF and OSM medium by tetraploid complementation (TEC mice). **(F)** Summary of tetraploid embryo injection of mESCs cultured in LIF and OSM medium. **(G)** Genotyping analysis of TEC mice by microsatellite primers D12Mit136 and D8mit4.

### Transcriptome Profile and Signaling Pathways Regulated by OSM

To illustrate the mechanism underlying the maintenance of naïve pluripotency by OSM, we compared the transcriptomes of mESCs cultured in OSM, LIF, and -LIF medium at P10, using RNA-seq analysis. 

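RNA of mESCs at P10 was sequenced from 2 biological replicates in each of 3 groups. LIF-ESCs were cultured with 1000 U/mL LIF, OSM-ESCs with 10 ng/mL OSM in place of LIF, and -LIF-ESCs without either cytokine. The authors aligned the reads to the mm10 genome with Hisat2, counted them per gene with featureCounts and deposited TPM values for 28584 gene symbols. TPM divides the reads of a gene by its length and scales every library to the same total, so a rise of some genes lowers the TPM of the others. Of the symbols, 28404 (99.4%) were found once in the GENCODE M21 annotation of GRCm38. For 26944 of these genes (94.9%), TPM multiplied by the exon length and divided by 1 step per library gave a whole number of reads in all 6 libraries. Summed over the matched genes, these reads came to 24970755 and 20712977 in -LIF-ESCs, 22856970 and 21868996 in LIF-ESCs and 24959425 and 28994410 in OSM-ESCs. The replicates of a group differed by more than the sampling noise of these reads, with a mean chi-square per gene of 2.46 in -LIF-ESCs, 1.96 in LIF-ESCs and 3.37 in OSM-ESCs against 1 for sampling alone. Expression was compared on the log2(TPM + 1) scale, which understates the fold changes of genes with a low TPM, for the 18556 genes with at least 1 TPM in at least 2 libraries. The 3 groups were fitted together with limma, which left 3 residual degrees of freedom, and p-values were adjusted by the Benjamini-Hochberg method. A gene was called at the thresholds of the paper's methods, an adjusted p under 0.05 and a log2 fold change of at least 1 in either direction. An exact permutation test of 2 libraries against 2 cannot give a two-sided p below 0.333, so the p-values rest on the model. The median log2 fold change over all genes tested was 0.165 for LIF-ESCs and 0.182 for OSM-ESCs against -LIF-ESCs. After the libraries were rescaled by the median ratio it was 0.002 and 0.005, and changes against -LIF-ESCs are to be read relative to this shift.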

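Pearson's r was computed between each pair of libraries across genes, which are not independent replicates, on the log2(TPM + 1) scale. Between LIF-ESC and OSM-ESC libraries r was 0.985 to 0.986. This was slightly below the r between replicates, which was 0.987 in LIF-ESCs and 0.9872 in OSM-ESCs. Between -LIF-ESC libraries and those of the other groups r was lower, from 0.8875 to 0.8925. A pseudocount of 0.1 moved these values the most. It lowered the mean r of LIF-ESCs with OSM-ESCs from 0.9855 to 0.9628 and that of -LIF-ESCs with LIF-ESCs from 0.8919 to 0.8341. On TPM without a log, r between the OSM replicates was 0.9792, and a single gene in 1 library decided this value. Gm23935, a microRNA gene model on chromosome 16 of GRCm38 from 11144125 to 11144181, was at 5864 TPM in OSM replicate 1 and at 19330 TPM in OSM replicate 2, and without it r was 0.9986. This gene was singled out after its values were seen. Principal components were computed on the log2 scale. The first component held 83.7% of the variance and placed the -LIF-ESC libraries at -86.9 and -87.5, the LIF-ESC libraries at 42.2 and 42.4 and the OSM-ESC libraries at 46 and 43.8. The second component held 4.9% and placed the LIF-ESC libraries at -18.5 and -17.8 and the OSM-ESC libraries at 21.2 and 14.2. The third held nearly as much, 4.1%, and split the replicates within each group. It placed the LIF-ESC libraries at 15.6 and -16.5, the OSM-ESC libraries at 10.3 and -9.4 and the -LIF-ESC libraries at -14.2 and 14.3.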

The tSNE and correlation analyses showed that OSM-ESCs clustered closely together with LIF-ESCs, and were obviously separated from -LIF-ESCs (Figures 4A,B). The global gene expression profile revealed substantial similarities between OSM- and LIF-ESCs, compared to -LIF-ESCs (Figures 4C,D). 

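Against -LIF-ESCs, 2470 genes were called higher and 1502 lower in LIF-ESCs, and 2630 higher and 1459 lower in OSM-ESCs. Higher genes made up 62.2% of the calls for LIF-ESCs and 64.3% for OSM-ESCs. After rescaling by the median ratio these shares were 49.7% and 51%. The rule for a call moved the counts the most, since an adjusted p under 0.05 with no limit on the fold change gave 7822 higher and 4809 lower genes in LIF-ESCs. In all, 3456 genes were called in the same direction in both comparisons and 0 in opposite directions. The comparisons share the -LIF-ESC libraries, and in 20 simulations of unchanged groups against such libraries the mean number of genes called in both was 0. The log2 fold changes of the 2 comparisons had r = 0.961 across genes, against a mean of 0.498 in the simulations. Among called genes with a symbol of their own, the 5 with the largest rises were the same in both comparisons, and Lox, 1 of them, is also on the list of fibroblast genes. Ccl7 and Mmp3 had 0 reads in -LIF-ESCs. Counted against a limit of 3 reads, Ccl7 was at least 445-fold higher in LIF-ESCs and at least 588-fold higher in OSM-ESCs, and Mmp3 was at least 566-fold and at least 645-fold higher. The log2 fold change in LIF-ESCs and OSM-ESCs was 7.05 and 7.45 for Ccl2, 6.71 and 7.15 for Lox and 6.04 and 6.52 for Grem1. The fibroblast list had a median fold over -LIF-ESCs of 5.77 in LIF-ESCs and 8.22 in OSM-ESCs. Of its 29 genes, 4 had a lower mean in LIF-ESCs than in -LIF-ESCs. Whether the 5 largest rises came from the ESCs or from fibroblast RNA in the libraries was not tested. Krt19 was at 564 ± 12.4 TPM (SD, n = 2) in -LIF-ESCs, 1.81 ± 0.364 in LIF-ESCs and 3.27 ± 0.470 in OSM-ESCs. Krt8 had log2 fold changes of -6.16 and -5.68, and Fgf8 of -5.73 and -5.44. From the global expression profile, the paper states that OSM-ESCs and LIF-ESCs are substantially similar when set against -LIF-ESCs.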

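In LIF-ESCs and in OSM-ESCs, Pou5f1 (the gene of Oct4), Tbx3, Sox2, Esrrb and Nr0b1 were higher and Nanog was lower than in -LIF-ESCs, each with an adjusted p under 0.05 in limma. The directions were the same after rescaling by the median ratio. Pou5f1, on chromosome 17 of GRCm38 from 35506018 to 35510772, was at 545 ± 8.05 TPM (SD, n = 2) in -LIF-ESCs, 1165 ± 24.7 in LIF-ESCs and 1186 ± 6.62 in OSM-ESCs. Its log2 fold change against -LIF-ESCs was 1.09 in LIF-ESCs and 1.12 in OSM-ESCs. Nanog, on chromosome 6 from 122707489 to 122714633, was at 433 ± 3.6 TPM in -LIF-ESCs, 290 ± 0.838 in LIF-ESCs and 261 ± 13.2 in OSM-ESCs. Its log2 fold change was -0.58 in LIF-ESCs (adjusted p = 0.000144) and -0.73 in OSM-ESCs (adjusted p = 6.37e-05). Nr0b1 changed the most of the 6 genes, from 20.2 ± 0.142 TPM in -LIF-ESCs to 316 ± 0.521 in LIF-ESCs and 259 ± 5.83 in OSM-ESCs. The log2 fold changes in LIF-ESCs and OSM-ESCs were 1.72 and 1.51 for Tbx3, 0.71 and 0.54 for Sox2 and 1.43 and 1.19 for Esrrb. All 16 genes of Fig. 4E were higher in both groups with an adjusted p under 0.05, and 14 of them were in OSM-ESCs after rescaling by the median ratio, where the lowest log2 fold change was -0.07. Between OSM-ESCs and LIF-ESCs, 5 of the 6 genes were lower in OSM-ESCs at an unadjusted p under 0.05, with a median log2 fold change of -0.19 over the 6. Of these, Nr0b1 alone had an adjusted p under 0.05 over all genes tested (log2 fold change -0.28, adjusted p = 0.0463), and 5 had adjusted over the list alone. With a pseudocount of 0.1, or after rescaling, the count over all genes tested was 0, with 5 genes at an unadjusted p under 0.05.

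**Figure D1:**
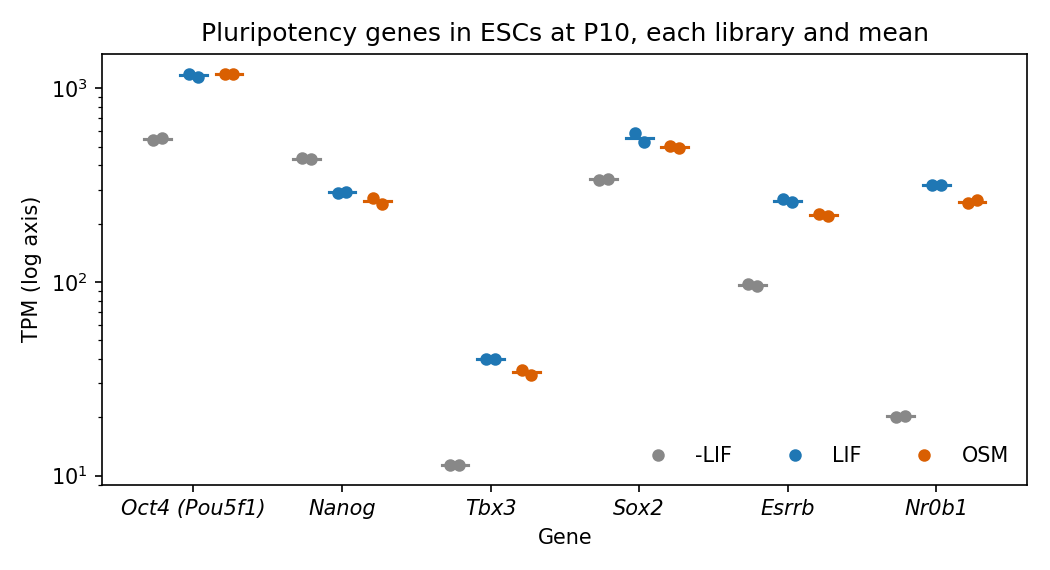
TPM of 6 pluripotency genes on a log axis in -LIF-ESCs, LIF-ESCs and OSM-ESCs at P10, with each of the 2 libraries of a group as a point and their mean as a line. Nanog is highest in -LIF-ESCs, at 433 TPM, and the other 5 genes are lowest in -LIF-ESCs.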

We also observed that pluripotency genes, such as *Oct4*, *Nanog*, *Tbx3*, *Sox2*, *Esrrb*, and *Nr0b1*, were expressed at higher levels in both OSM-ESCs and LIF-ESCs than in -LIF-ESCs (Figures 4D,E), consistent with our immunofluorescence and western blotting data (Figures 1B,C). Moreover, genes regulated DNA methylation and histone methylation and acetylation showed no significant differences between LIF-ESCs and OSM-ESCs except for Dnmt3b and Dnmt3l (Supplementary Figures 1A,B).

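All 34 genes of Supplementary Figure 1A were among the genes tested. Between OSM-ESCs and LIF-ESCs, 0 of them had an adjusted p under 0.05 over all genes tested, 5 had an unadjusted p under 0.05, and 1, Dnmt3b, had a p under 0.05 adjusted over the list alone. Dnmt3b, on chromosome 2 of GRCm38 from 153649450 to 153687730, was at 111 ± 0.740 TPM (SD, n = 2) in LIF-ESCs and 126 ± 0.190 in OSM-ESCs. Its log2 fold change was 0.19 (standard error 0.03, adjusted p = 0.0776 in limma). Dnmt3l, on chromosome 10 from 78041947 to 78063622, was at 349 ± 1.89 TPM in LIF-ESCs and 329 ± 6.10 in OSM-ESCs, a log2 fold change of -0.09 (standard error 0.03, adjusted p = 0.292). The other genes with an unadjusted p under 0.05 were Hdac6 and Sirt1, which were lower in OSM-ESCs, and Hdac7, which was higher. The 34 log2 fold changes lay between -0.19 and 0.23. Against -LIF-ESCs, 24 genes of the list were higher and 3 lower in LIF-ESCs at an adjusted p under 0.05, and 17 were higher and 5 lower after rescaling by the median ratio. In OSM-ESCs 25 were higher and 3 lower, and 16 and 4 after rescaling.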

**FIGURE 4:**
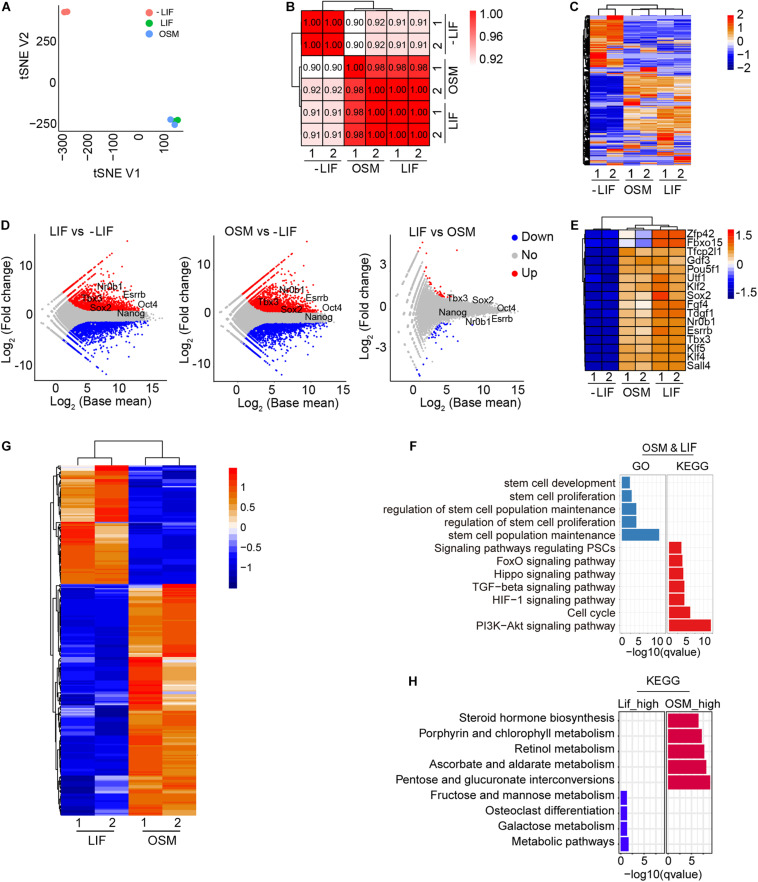
Transcriptome and signal pathways in ESCs cultured in OSM medium. **(A)** tSNE analysis of ESCs cultured in -LIF, LIF, and OSM medium by RNA-seq. **(B)** Pearson’s correlation coefficient graph of mESCs cultured in -LIF, LIF, and OSM medium. The value of 1.0 represents perfect positive correlation and 0 represents no correlation between the two samples. **(C)** Heatmap displaying global gene expression profile of mESCs cultured in -LIF, LIF, and OSM medium. Color key from red to blue represents the relative gene expression level from high to low. **(D)** Scatter-plots showing the differential expression genes in mESCs cultured in -LIF, LIF, and OSM medium. Parallel diagonal lines indicate twofold threshold in expression difference (*P* < 0.05). **(E)** Heatmap of expression profile of pluripotent genes in ESCs cultured in -LIF, LIF, and OSM medium. **(F)** GO and KEGG analysis of genes expressed without differences (fold change < 1.5) in LIF-ESCs and OSM-ESCs. **(G)** Heatmap illustrating differentially expressed genes (DEGs) between mESCs cultured with LIF and with OSM. Two biological replicates were analyzed per group. Genes with ≥0.5-fold expression changes, *P*-value < 0.05 were chosen for heatmap. **(H)** KEGG analysis of upregulated genes in mESCs cultured in OSM medium and those in LIF medium, respectively.

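Of the 18556 genes tested, 17803 (95.9%) differed by less than 1.5-fold between the means of LIF-ESCs and OSM-ESCs on the log2(TPM + 1) scale. Against -LIF-ESCs the share was 54.7% for LIF-ESCs and 54.4% for OSM-ESCs. A pseudocount of 0.1 moved the share between LIF-ESCs and OSM-ESCs the most, to 91.4%. Lists of 77 PI3K-Akt genes, 92 cell cycle genes and 82 stem cell maintenance genes were drawn up from general knowledge. In each list 100% of the genes were within 1.5-fold, against 95.9% of the other genes tested. Without OSM replicate 1, the share was 98.8% in the stem cell maintenance list (81 of 82 genes). Fisher's exact test (two-sided) gave p = 0.0774 for PI3K-Akt, 0.0552 for cell cycle and 0.0819 for stem cell maintenance, and an adjusted p of 0.0819 for each. With 100% of each list within the limit, these are the smallest p-values that an enrichment could give. The test could not pass 0.05 at these list sizes, so it does not decide whether the lists are enriched. With a pseudocount of 0.1 the adjusted p-values of the exact test were 0.00171, 0.00157 and 0.00171, while each was 0.428 among genes with at least 5 TPM and 1 for a limit of 2-fold. The settings of 5 TPM and 2-fold also had 100% of each list within the limit and could not pass 0.05 either. The filter of 5 TPM kept 75 of the 77, 89 of the 92 and 82 of the 82 listed genes, against 13315 of all 18556. A pseudocount of 0.1 enlarges the fold changes of genes with a low TPM, which the lists hardly contain. The p-values at that pseudocount therefore do not separate the pathway from the level of expression. With LIF replicate 1, LIF replicate 2 or OSM replicate 2 left out, all 3 lists had an adjusted p under 0.05, and with OSM replicate 1 left out, cell cycle alone had.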

Using KEGG pathway and GO term analysis, we found that the genes expressed equivalently in both OSM-ESCs and LIF-ESCs were enriched in pathways including PI3K-Akt signaling (Paling et al., 2004), cell cycle, stem cell maintenance, and proliferation-associated molecular functions, suggesting that these signaling pathways were likely involved in self-renewal and pluripotency maintenance by OSM, as with LIF (Figure 4F). We also examined the differentially expressed genes (DEGs) between OSM-ESCs and LIF-ESCs. 

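Between OSM-ESCs and LIF-ESCs, 6 genes were called higher and 9 lower in OSM-ESCs at the thresholds of the methods. An unadjusted p under 0.05 alone was reached by 1818 higher and 1020 lower genes. The rule for a call moved these counts the most. With an unadjusted p under 0.05 and a log2 fold change of at least 0.5, 363 genes were higher and 176 lower, and with the limits in the legend of Supplementary Figure 1C, an unadjusted p under 0.05 and 1.5-fold, 221 were higher and 125 lower. Several of the called genes rest on few reads. Mir6917 was called lower on 1 read in each LIF library and 0 in the OSM libraries, and Mir7230 was called higher on 1 read in each OSM library and 0 in the LIF libraries. Mir7059 had 0 reads in both LIF libraries and 11 and 7 reads in the OSM libraries. Of the called genes with more reads, Ndufa4l2 was at 10.2 ± 1.19 TPM (SD, n = 2) in LIF-ESCs and 2.38 ± 0.681 in OSM-ESCs, a log2 fold change of -1.73 (standard error 0.16, adjusted p = 0.03 in limma). Srgn had a log2 fold change of -1.71 (adjusted p = 0.0434) and Cubn of -1.29 (adjusted p = 0.0471).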

Compared to LIF-ESCs, the number of upregulated and downregulated genes in OSM-ESCs were 169 and 87, respectively (Figure 4G and Supplementary Figure 1C). The genes upregulated in OSM-ESCs were enriched in pentose and glucuronate interconversion, ascorbate and aldarate metabolism, and steroid and retinol metabolism (Figure 4H). 

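Gene lists for these pathways and for porphyrin metabolism were drawn up from general knowledge, each with the 9 genes of the Ugt1a cluster. Of the genes higher in OSM-ESCs at an unadjusted p under 0.05 and 1.5-fold, 0 were in any of the 5 lists, and Fisher's exact test (two-sided) gave p = 1 for each. At an unadjusted p under 0.05 alone, 12 of 23 pentose and glucuronate genes tested were higher, 10 of 17 ascorbate and aldarate genes, 10 of 25 retinol genes, 11 of 20 steroid hormone genes and 12 of 31 porphyrin genes. With a pseudocount of 0.1, under which the fold changes of genes with a low TPM are larger, 8 Ugt1a genes passed both limits, as did Akr1b8 in the pentose and glucuronate list. The adjusted p of the exact test was then 9.68e-10 for pentose and glucuronate, 9.68e-10 for ascorbate and aldarate, 1.89e-08 for retinol, 3.19e-09 for steroid hormones and 1e-07 for porphyrin. The Ugt1a genes have their own first exons and common last exons. Of the 9 genes, 5 had the same number of reads in every library, 81 and 77 in LIF-ESCs and 133 and 169 in OSM-ESCs, so they are not independent measurements. With the cluster counted as 1 gene at this pseudocount, a setting chosen after the data were seen, the adjusted p-values were 0.208 to 0.483.

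**Figure D2:**
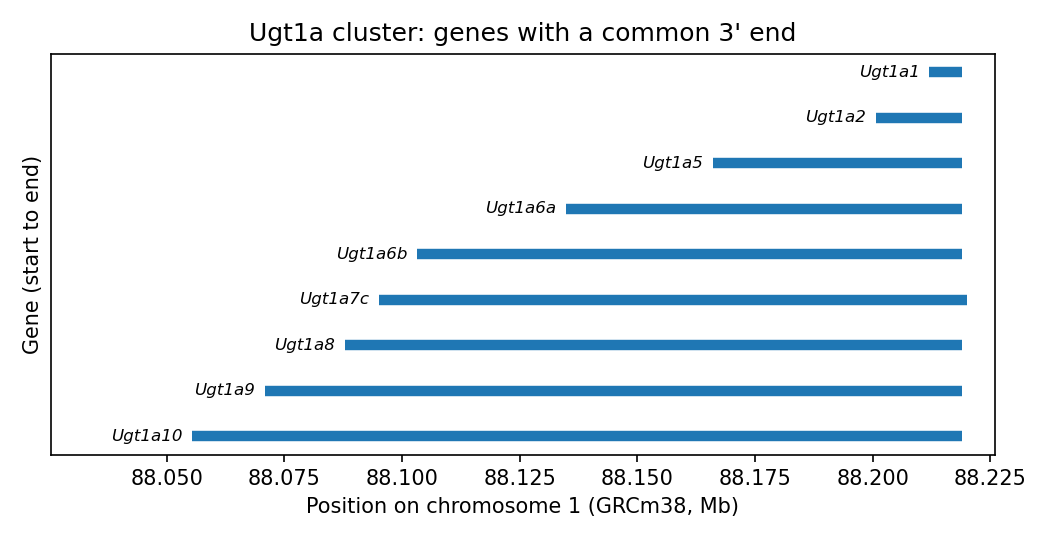
Genes of the Ugt1a cluster on chromosome 1 of GRCm38 in Mb, each drawn as a line from its start to its end. The 9 genes start at different positions and end between 88218997 and 88220002.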

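Of 27 fructose and mannose genes and 20 galactose genes tested, on lists drawn up from general knowledge, 0 were lower in OSM-ESCs at an unadjusted p under 0.05 and 1.5-fold, and Fisher's exact test (two-sided) gave p = 1 for each list. Without the limit on the fold change, 7 of the fructose and mannose genes were lower and 2 higher, and 5 of the galactose genes were lower and 3 higher. Aldoc fell the most of the fructose and mannose genes, with a log2 fold change of -0.47 (standard error 0.08, adjusted p = 0.0787 in limma). Pfkp had a log2 fold change of -0.26, Aldoa of -0.22 and Hk2 of -0.21, with adjusted p-values of 0.0813, 0.0529 and 0.0826. Aldoa and Hk2 are also on the list of hypoxia genes. Akr1b8, which is on both lists, was higher in OSM-ESCs (log2 fold change 0.58, adjusted p = 0.0463).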

The genes downregulated in OSM-ESCs were enriched in carbohydrate metabolism, such as fructose and mannose metabolism and galactose metabolism. The role of retinol in supporting the self-renewal of ESCs by elevating the expression of Nanog and Oct4, which are known to be the critical transcription factors for the maintenance of pluripotency of ESCs, has been previously reported (Chen et al., 2007; Chen and Khillan, 2008, 2010). In addition, ascorbate (vitamin C) has been shown to improve the efficiency of generation and quality of induced pluripotent stem cells by modulating histone demethylation (Esteban et al., 2010; Wang et al., 2011; Esteban and Pei, 2012; Chen et al., 2013). To illustrate whether vitamin C (Vc) associated histone modifications might play roles in pluripotency maintenance by OSM, we assessed protein levels of H3K4me3 and H3K27me3 in mESCs cultured in LIF, OSM and LIF medium supplemented with 50 μg/mL Vc. By western blot, level of H3K4me3 did not differ among LIF-ESCs, OSM-ESCs and LIF + Vc-ESCs, but level of H3K27me3 was decreased in OSM-ESCs, and addition of Vc slightly decreased H3K27me3 level of ESCs compared to LIF medium but with no significant differences (Supplementary Figure 2A). Moreover, genomic 5 mC level decreased in OSM-ESCs compared to that of LIF-ESCs by dot blot assay (Supplementary Figure 2B). 

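By RNA-seq, Ugt1a1, on chromosome 1 of GRCm38 from 88211959 to 88218997, was at 3.86 ± 0.0312 TPM (SD, n = 2) in LIF-ESCs and 6.09 ± 0.244 in OSM-ESCs. Its log2 fold change was 0.54 (standard error 0.10, unadjusted p = 0.00258, adjusted p = 0.107 in limma), and the counting error of its log2 ratio was 0.142. Ugt1a6a, on chromosome 1 from 88134809 to 88218997, was at 2.07 ± 0.0497 TPM in LIF-ESCs and 3.40 ± 0.0935 in OSM-ESCs, a log2 fold change of 0.52 (unadjusted p = 0.00582, adjusted p = 0.15). The genes share their last exons, so these values are not independent. Ugt1a1 had the same reads as Ugt1a2, Ugt1a5, Ugt1a8 and Ugt1a10 in every library. Its values and bounds therefore describe the cluster and cannot be assigned to Ugt1a1 itself. In -LIF-ESCs both genes had 1 and 2 reads. Counted against 3 reads, Ugt1a1 was at least 29.2-fold higher in LIF-ESCs and at least 46.1-fold higher in OSM-ESCs than in -LIF-ESCs, and Ugt1a6a at least 30.3-fold and at least 49.8-fold higher.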

By real-time qPCR of relative expression levels of selective genes associated with the metabolism, *Ugt1a1* and *Ugt1a6a*, upregulated in OSM-ESCs by RNA-seq, also were expressed at higher levels in OSM-ESCs than in LIF-ESCs (Supplementary Figure 2C). Together, these upregulated metabolic pathways might be involved in the regulation of naïve pluripotency by OSM, but this requires further investigation.

## Discussion

Pluripotent ESCs can differentiate into all cell types in the body and thus have great potential for cell replacement therapy in regenerative medicine, but their culturing requires LIF, a very expensive reagent, to maintain stemness. This expense has limited the number of labs that can participate in stem cell research and has encouraged efforts to find a viable alternative. Several studies have shown that dimethyl sulfoxide (DMSO) (Yi et al., 2020), salvianolic acid B (Liu et al., 2014), and cordycepin (Wang et al., 2020) could maintain the expression of pluripotency markers in mESCs cultured in the absence of LIF; however, the developmental pluripotency of these mESCs was elusive.

That OSM could maintain pluripotency of mESCs has been reported either through morphological criteria (Rose et al., 1994) or through the generation of chimeras (Nichols et al., 1994). The method they used for generation of germline-competent chimeric mice by injecting mESCs into diploid blastocysts provided a valuable but less stringent test of pluripotency (Jaenisch and Young, 2008). Whether OSM could maintain the authentic pluripotency of mESCs through the most stringent tetraploid complementation needed to be addressed. This study reports the first instance of successfully generated all-ESC mice by using the TEC method. In addition, we further examined the effects of OSM on telomere function, 2-cell gene expression, and global gene transcription in naïve mESCs.

Cell metabolism has been shown to be closely related to the pluripotency of ESCs (Gu et al., 2016; Li et al., 2020). We found OSM upregulates ascorbate and retinol metabolic pathways. Future study on these pathways’ function in OSM-maintained pluripotency will expand our understanding of the mechanisms underlying pluripotency. In addition, longer *in vitro* culture is required to confirm the role of OSM in mESC maintenance.

In summary, we demonstrated that OSM can maintain full pluripotency of mESCs in the absence of LIF. This study demonstrates the potential of OSM to completely substitute LIF in mESC cultures, which would be a cost-effective strategy in mESC maintenance.

## Data Availability Statement

The accession number for the RNA-seq data used in this study is GEO: GSE165292 and the other datasets generated during the current study are available from the corresponding author on reasonable request.

## Ethics Statement

The animal study was reviewed and approved by the Institutional Animal Care and Use Committee at Nankai University.

## Author Contributions

XY and CT conducted the experiments and prepared the manuscript. LlL analyzed the RNA-seq data. GF, KJ, HW, and JC conducted part of experiments or provided reagents. LL conceived the project, designed the experiments, wrote, and revised the manuscript. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## References

[B1] BlackburnE. H.EpelE. S.LinJ. (2015). Human telomere biology: a contributory and interactive factor in aging, disease risks, and protection. *Science* 350 1193–1198. 10.1126/science.aab3389 26785477

[B2] CeruloL.TagliaferriD.MarottaP.ZoppoliP.RussoF.MazioC. (2014). Identification of a novel gene signature of ES cells self-renewal fluctuation through system-wide analysis. *PLoS One* 9:e83235. 10.1371/journal.pone.0083235 24392082PMC3879232

[B3] ChenJ.LiuH.LiuJ.QiJ.WeiB.YangJ. (2013). H3K9 methylation is a barrier during somatic cell reprogramming into iPSCs. *Nat. Genet.* 45 34–42. 10.1038/ng.2491 23202127

[B4] ChenL.KhillanJ. S. (2008). Promotion of feeder-independent self-renewal of embryonic stem cells by retinol (vitamin A). *Stem Cells* 26 1858–1864.1843685910.1634/stemcells.2008-0050

[B5] ChenL.KhillanJ. S. (2010). A novel signaling by vitamin A/retinol promotes self renewal of mouse embryonic stem cells by activating PI3K/Akt signaling pathway via insulin-like growth factor-1 receptor. *Stem Cells* 28 57–63. 10.1002/stem.251 19890980

[B6] ChenL.YangM.DawesJ.KhillanJ. S. (2007). Suppression of ES cell differentiation by retinol (vitamin A) via the overexpression of Nanog. *Differentiation* 75 682–693. 10.1111/j.1432-0436.2007.00169.x 17451418

[B7] ChoiJ.HuebnerA. J.ClementK.WalshR. M.SavolA.LinK. (2017). Prolonged Mek1/2 suppression impairs the developmental potential of embryonic stem cells. *Nature* 548 219–223. 10.1038/nature23274 28746311PMC5905676

[B8] EgganK.RodeA.JentschI.SamuelC.HennekT.TintrupH. (2002). Male and female mice derived from the same embryonic stem cell clone by tetraploid embryo complementation. *Nat. Biotechnol.* 20 455–459. 10.1038/nbt0502-455 11981557

[B9] EstebanM. A.PeiD. (2012). Vitamin C improves the quality of somatic cell reprogramming. *Nat. Genet.* 44 366–367. 10.1038/ng.2222 22456737

[B10] EstebanM. A.WangT.QinB.YangJ.QinD.CaiJ. (2010). Vitamin C enhances the generation of mouse and human induced pluripotent stem cells. *Cell Stem Cell* 6 71–79. 10.1016/j.stem.2009.12.001 20036631

[B11] FalcoG.LeeS. L.StanghelliniI.BasseyU. C.HamataniT.KoM. S. (2007). Zscan4: a novel gene expressed exclusively in late 2-cell embryos and embryonic stem cells. *Dev. Biol.* 307 539–550. 10.1016/j.ydbio.2007.05.003 17553482PMC1994725

[B12] GearingD. P.BruceA. G. (1992). Oncostatin M binds the high-affinity leukemia inhibitory factor receptor. *New Biol.* 4 61–65.1536831

[B13] GearingD. P.ComeauM. R.FriendD. J.GimpelS. D.ThutC. J.McGourtyJ. (1992). The IL-6 signal transducer, gp130: an oncostatin M receptor and affinity converter for the LIF receptor. *Science* 255 1434–1437. 10.1126/science.1542794 1542794

[B14] GuW.GaetaX.SahakyanA.ChanA. B.HongC. S.KimR. (2016). Glycolytic metabolism plays a functional role in regulating human pluripotent stem cell state. *Cell Stem Cell* 19 476–490. 10.1016/j.stem.2016.08.008 27618217PMC5055460

[B15] GuoR.YeX.YangJ.ZhouZ.TianC.WangH. (2018). Feeders facilitate telomere maintenance and chromosomal stability of embryonic stem cells. *Nat. Commun.* 9:2620. 10.1038/s41467-018-05038-2 29976922PMC6033898

[B16] HerreraE.SamperE.Martín-CaballeroJ.FloresJ. M.LeeH. W.BlascoM. A. (1999). Disease states associated with telomerase deficiency appear earlier in mice with short telomeres. *EMBO J.* 18 2950–2960. 10.1093/emboj/18.11.2950 10357808PMC1171377

[B17] HuangJ.DengK.WuH.LiuZ.ChenZ.CaoS. (2008). Efficient production of mice from embryonic stem cells injected into four- or eight-cell embryos by piezo micromanipulation. *Stem Cells* 26 1883–1890. 10.1634/stemcells.2008-0164 18467666

[B18] HuangJ.WangF.OkukaM.LiuN.JiG.YeX. (2011). Association of telomere length with authentic pluripotency of ES/iPS cells. *Cell Res.* 21 779–792. 10.1038/cr.2011.16 21283131PMC3203670

[B19] JaenischR.YoungR. (2008). Stem cells, the molecular circuitry of pluripotency and nuclear reprogramming. *Cell* 132 567–582. 10.1016/j.cell.2008.01.015 18295576PMC4142810

[B20] KimD.LangmeadB.SalzbergS. L. (2015). HISAT: a fast spliced aligner with low memory requirements. *Nat. Methods* 12 357–360. 10.1038/nmeth.3317 25751142PMC4655817

[B21] LiL.ChenK.WangT.WuY.XingG.ChenM. (2020). Glis1 facilitates induction of pluripotency via an epigenome-metabolome-epigenome signalling cascade. *Nat. Metab.* 2 882–892. 10.1038/s42255-020-0267-9 32839595

[B22] LiaoY.SmythG. K.ShiW. (2014). Featurecounts: an efficient general purpose program for assigning sequence reads to genomic features. *Bioinformatics* 30 923–930. 10.1093/bioinformatics/btt656 24227677

[B23] LiuC. H.ShyuW. C.FuR. H.HuangS. J.ChangC. H.HuangY. C. (2014). Salvianolic acid B maintained stem cell pluripotency and increased proliferation rate by activating Jak2-Stat3 combined with EGFR-Erk1/2 pathways. *Cell Transplant.* 23 657–668. 10.3727/096368914X678391 24816457

[B24] LiuL. (2017). Linking telomere regulation to stem cell pluripotency. *Trends Genet.* 33 16–33. 10.1016/j.tig.2016.10.007 27889084

[B25] MacfarlanT. S.GiffordW. D.DriscollS.LettieriK.RoweH. M.BonanomiD. (2012). Embryonic stem cell potency fluctuates with endogenous retrovirus activity. *Nature* 487 57–63. 10.1038/nature11244 22722858PMC3395470

[B26] NagyA.RossantJ.NagyR.Abramow-NewerlyW.RoderJ. C. (1993). Derivation of completely cell culture-derived mice from early-passage embryonic stem cells. *Proc. Natl. Acad. Sci. U.S.A.* 90 8424–8428. 10.1073/pnas.90.18.8424 8378314PMC47369

[B27] NicholsJ.ChambersI.SmithA. (1994). Derivation of germline competent embryonic stem cells with a combination of interleukin-6 and soluble interleukin-6 receptor. *Exp. Cell Res.* 215 237–239. 10.1006/excr.1994.1338 7957676

[B28] NiwaH.BurdonT.ChambersI.SmithA. (1998). Self-renewal of pluripotent embryonic stem cells is mediated via activation of STAT3. *Genes Dev.* 12 2048–2060. 10.1101/gad.12.13.2048 9649508PMC316954

[B29] NiwaH.OgawaK.ShimosatoD.AdachiK. (2009). A parallel circuit of LIF signalling pathways maintains pluripotency of mouse ES cells. *Nature* 460 118–122. 10.1038/nature08113 19571885

[B30] PalingN. R.WheadonH.BoneH. K.WelhamM. J. (2004). Regulation of embryonic stem cell self-renewal by phosphoinositide 3-kinase-dependent signaling. *J. Biol. Chem.* 279 48063–48070. 10.1074/jbc.M406467200 15328362

[B31] RazR.LeeC. K.CannizzaroL. A.d’EustachioP.LevyD. E. (1999). Essential role of STAT3 for embryonic stem cell pluripotency. *Proc. Natl. Acad. Sci. U.S.A.* 96 2846–2851. 10.1073/pnas.96.6.2846 10077599PMC15857

[B32] RoseT. M.WeifordD. M.GundersonN. L.BruceA. G. (1994). Oncostatin M (OSM) inhibits the differentiation of pluripotent embryonic stem cells in vitro. *Cytokine* 6 48–54. 10.1016/1043-4666(94)90007-88003633

[B33] WangC. H.ChangC. H.LinT. L.FuR. H.HuangY. C.ChenS. Y. (2020). The novel application of cordycepin in maintaining stem cell pluripotency and increasing iPS cell generation efficiency. *Sci. Rep.* 10:2187. 10.1038/s41598-020-59154-5 32042022PMC7010772

[B34] WangT.ChenK.ZengX.YangJ.WuY.ShiX. (2011). The histone demethylases Jhdm1a/1b enhance somatic cell reprogramming in a vitamin-C-dependent manner. *Cell Stem Cell* 9 575–587. 10.1016/j.stem.2011.10.005 22100412

[B35] YagiM.KishigamiS.TanakaA.SemiK.MizutaniE.WakayamaS. (2017). Derivation of ground-state female ES cells maintaining gamete-derived DNA methylation. *Nature* 548 224–227. 10.1038/nature23286 28746308

[B36] YiJ. K.ParkS.HaJ. J.KimD. H.HuangH.ParkS. J. (2020). Effects of dimethyl sulfoxide on the pluripotency and differentiation capacity of mouse embryonic stem cells. *Cell. Reprogram.* 22 244–253. 10.1089/cell.2020.0006 32936029

[B37] YingQ. L.WrayJ.NicholsJ.Batlle-MoreraL.DobleB.WoodgettJ. (2008). The ground state of embryonic stem cell self-renewal. *Nature* 453 519–523. 10.1038/nature06968 18497825PMC5328678

[B38] YuG.WangL. G.HanY.HeQ. Y. (2012). clusterProfiler: an R package for comparing biological themes among gene clusters. *OMICS* 16 284–287. 10.1089/omi.2011.0118 22455463PMC3339379

[B39] ZalzmanM.FalcoG.SharovaL. V.NishiyamaA.ThomasM.LeeS. L. (2010). Zscan4 regulates telomere elongation and genomic stability in ES cells. *Nature* 464 858–863. 10.1038/nature08882 20336070PMC2851843

[B40] ZarlingJ. M.ShoyabM.MarquardtH.HansonM. B.LioubinM. N.TodaroG. J. (1986). Oncostatin M: a growth regulator produced by differentiated histiocytic lymphoma cells. *Proc. Natl. Acad. Sci. U.S.A.* 83 9739–9743. 10.1073/pnas.83.24.9739 3540948PMC387216

# Supplementary material for: Oncostatin M Maintains Naïve Pluripotency of mESCs by Tetraploid Embryo Complementation (TEC) Assay
**Source:** Front Cell Dev Biol. 2021 May 26;9:675411. doi: 10.3389/fcell.2021.675411
**Supplement:** Supplementary file 1

## Supplementary Material

## Supplementary Figures

A

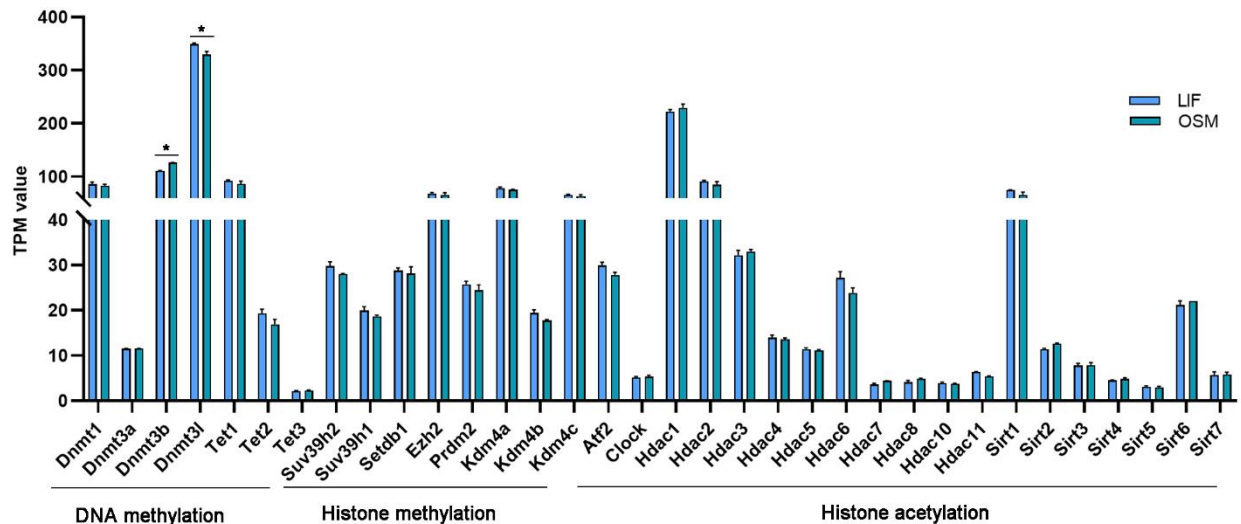

B

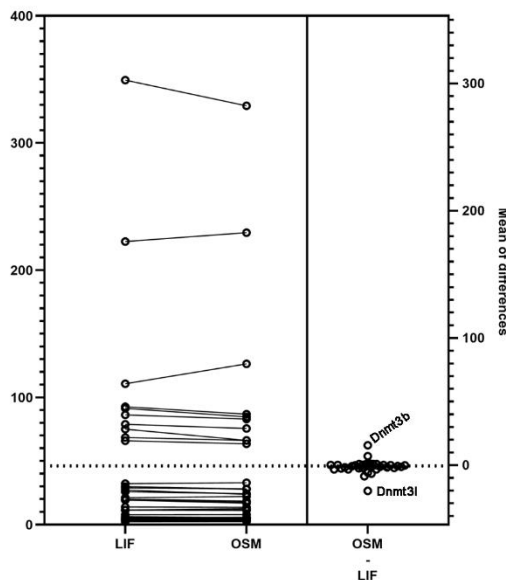

C

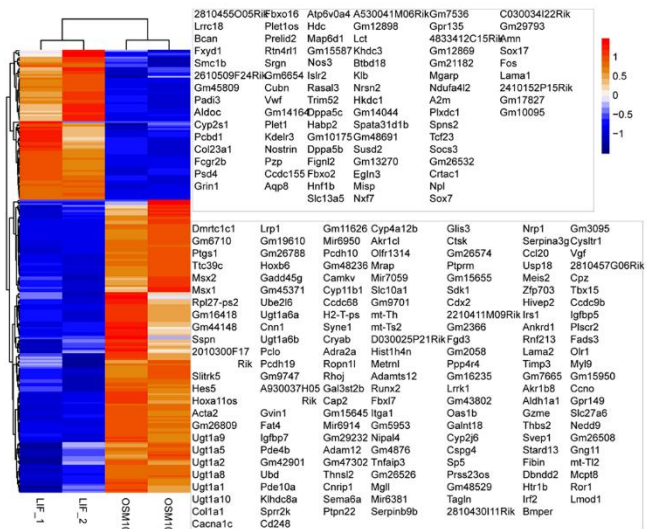

Figure S1. Epigenetic related gene expression in mESCs cultured in LIF and in OSM medium by RNA-seq.

- (A) Expression of genes for DNA methylation, histone methylation and acetylation by RNA-seq analysis.
- (B) Estimation Plot shows mean of differences of expression levels of genes (listed in A) between mESCs cultured in LIF or OSM medium.
- (C) Heatmap illustrating differentially expressed genes (DEGs) between mESCs cultured with LIF and with OSM. Two biological replicates were analyzed per group. Genes with  $\geq 1.5$ -fold expression changes, P value  $< 0.05$  were chosen for heatmap.

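The gene names in the heatmap of Supplementary Figure 1C were read from the picture and looked up in the fit to the same libraries. The study picked these genes on these libraries, so the counts are not independent evidence. Of 167 names read among the genes higher in OSM-ESCs, 145 were among the genes tested, and 145 of these were higher here, 73 at an unadjusted p under 0.05 and 1.5-fold and 21 at an adjusted p under 0.05 in limma. Of 87 names read among the genes higher in LIF-ESCs, 64 were tested, and 63 of these were lower in OSM-ESCs, 34 and 12 at the same limits.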

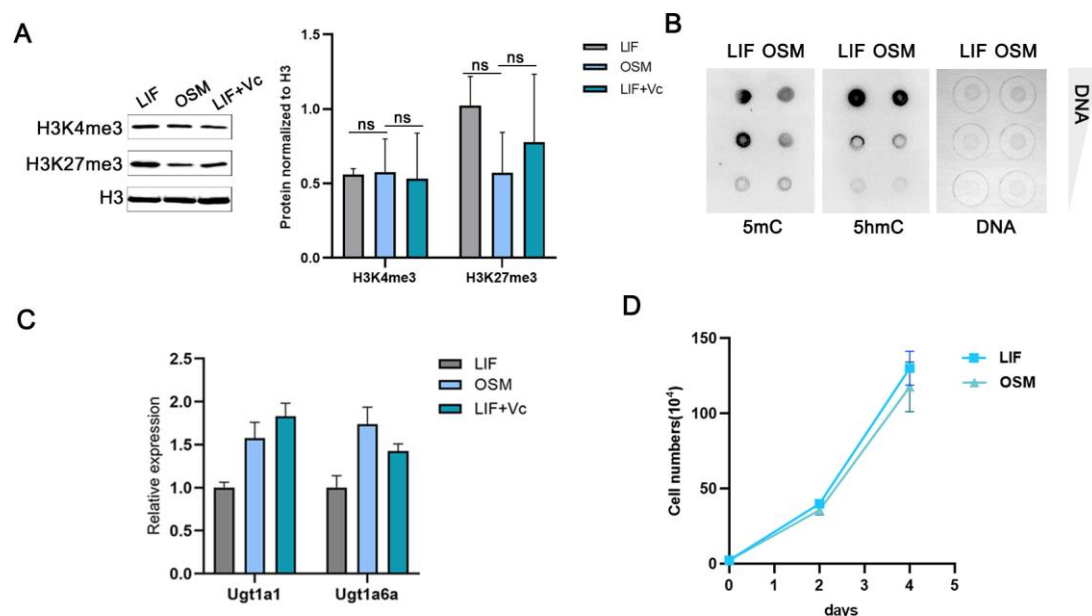

Figure S2. Histone modification and DNA methylation changed in mESCs cultured in OSM medium and LIF medium supplemented with vitamin C (Vc).

(A) Western blot analysis of H3K4me3 and H3K27me3 in mESCs cultured in LIF, OSM and LIF+Vc medium. Concentration of Vc (2-Phospho-L-ascorbic acid trisodium salt, Sigma, 49752) was at 50 $\mu$ g/mL. Relative quantification of H3K4me3 and H3K27me3 expression levels was obtained from two independent experiments.

(B) Dot blot analysis of the genomic 5mC and 5hmC levels in mESCs cultured in LIF or OSM medium.

(C) Relative expression by real-time qPCR of uridine diphosphoglucuronosyl transferases family gene Ugt1a1 and Ugt1a6a, in ESCs cultured in LIF, OSM and LIF+Vc medium.

(D) Cell proliferation of ESCs cultured in LIF or OSM.

## Supplementary Tables

Table S1. Primers for real-time qPCR analysis.

| Genes         | Forward                   | Reverse                  |
|---------------|---------------------------|--------------------------|
| <i>Tert</i>   | ACTGGTGGAGATCATCTTTCTGGG  | ACCTGAGGAGTCTGACATATTGGC |
| <i>Terc</i>   | CATTAGCTGTGGGTTCTGGTCT    | TCCTGCGCTGACGTTTGTTT     |
| <i>Zscan4</i> | AAATGCCTTATGTCTGTTCCCTATG | TGTGGTAATTCCTCAGGTGACGAT |
| <i>Tcstv1</i> | TGAACCCTGATGCCTGCTAAGACT  | AGATGGCTGCAAAGACACAAGTGC |
| <i>Tcstv3</i> | AGAAAGGGCTGGAAGTGTGACCT   | AAAGCTCTTTGAAGCCATGCCCAG |

|                |                         |                          |
|----------------|-------------------------|--------------------------|
| <i>Ugt1a1</i>  | AGCCTATGTCAACGCCTCTG    | GGTCTAGTTCCGGTGTAGCG     |
| <i>Ugt1a6a</i> | GGTCCTAGTGCCAGAAGTCA    | GAGGCACCGGGAAGAAAGTG     |
| <i>Gapdh</i>   | TCAACAGCAACTCCCCTCTTCCA | ACCACCCTGTTGCTGTAGCCGTAT |

**Table S2. Primers for PCR in microsatellite genotyping**

|           | Forward                | Reverse                   |
|-----------|------------------------|---------------------------|
| D12Mit136 | TTAATTTTGAGTGGGTTTGGC  | TTG CTACATGTACACTGATCTCCA |
| D8Mit4    | GGCTGCAATGCGGTTCCGTAGA | TGAAGAGGACGCTTTGGATGAT    |

**Supplementary experimental procedure****Dot blot**

For dot blot, DNA were denatured at 99°C for 5 min then spotted onto nylon membranes (RPN2020B; GE Healthcare). After UV cross-linking membranes were blocked 30min with 5% non-fat milk in PBS-T, then incubated for one hour with 5mC (Active Motif, 39649) or 5hmC (Active Motif, 39769) antibodies at room temperature, followed by incubation for 30 min with HRP conjugated goat anti-Rabbit IgG (Abcam, ab136817) and goat anti-mouse IgG Abcam, ab136815), and visualized using the Immobilon Western HRP Substrate (WBKLS0500; Millipore).

How the deposited data were processed for this re-analysis (not part of the article)

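RNA-seq of mESCs at P10 was analysed from 6 libraries, 2 each of LIF-ESCs, OSM-ESCs and -LIF-ESCs. The authors purified mRNA with poly-T beads, aligned clean reads to mm10 with Hisat2, counted reads per gene with featureCounts and deposited 1 table of TPM values. The paper's text does not name the annotation, the strand setting, the handling of reads that match several places or genes, or the step from counts to TPM. The authors tested read counts with DESeq2, a step that was not repeated here. TPM values were deposited, and recovered reads were tested only with limma's voom, an alternative chosen after seeing the data. The deposited TPM of a library sums to between 999949.5 and 999966.

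Exon lengths and GC content were taken from GENCODE M21 (GRCm38), in which 28404 symbols (99.4%) were found once. Reads were recovered from TPM as whole multiples of 1 step per library and exon length. Of the matched values, 95.4% were whole within 0.02 of a read. The recovered reads give the depth, the limit of 3 reads below which a fold change is given as a bound, and the error from counting alone. The comparisons themselves used TPM.

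Expression was compared as log2(TPM + 1) with limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with a trend) for the 18556 genes with at least 1 TPM in at least 2 libraries. The 3 groups shared 1 estimate of the spread, with 3 residual degrees of freedom, 5.3 with the prior, and a median residual SD of 0.086. P-values were adjusted by the Benjamini-Hochberg method. Genes were called at an adjusted p under 0.05 and a log2 fold change of at least 1 in either direction, as in the paper's methods. Gene lists were tested with limma's camera at a preset correlation of 0.01 between genes, and with fry and an estimated correlation as alternatives. Pathway lists and equally expressed genes were tested with Fisher's exact test, two-sided. The expression model gave values without a test where a replicate was left out, and no p-value is printed for such settings, although Fisher's exact test on equally expressed genes was also run on them. Tables and plots were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

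The groups, the main tests and thresholds, the gene lists and the alternatives named next were set before the data were examined. Limma's voom on recovered reads, the correlation without Gm23935, the settings that count the Ugt1a cluster as 1 gene or leave it out at a pseudocount of 0.1, the combinations of another setting with another rule for a call and some tests of explanations with their limits were chosen after seeing the data, and each part of the closing section says which of its tests these were. The alternatives were a pseudocount of 0.1, no filter and a filter of 5 TPM, eBayes without a trend, a fit of only the groups compared, a replicate block, rescaling by the median ratio, removal of the 37 mitochondrial genes (3.5% to 3.9% of TPM), other rules for a call and each replicate left out.

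The steps were tested on simulated data for the real genes, with 200 genes changed. Of these 87% were called with the right sign, 3 of 18356 unchanged genes were called, and 0 of 18556 genes were called in a comparison with no change. Of 200 random lists, 2% were past 0.05 in camera and 7.5% in fry. The simulated noise was independent between genes, so these shares do not apply to lists of genes that vary together.

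The lists tested with camera were the pluripotency genes of the text and of Fig. 4E, the genes for DNA methylation, histone methylation and histone acetylation of Supplementary Figure 1A, STAT3 targets, fibroblast, primitive endoderm, hypoxia, interferon, retinoic acid target, primed epiblast, trophectoderm, mesoderm, PI3K-Akt, cell cycle and stem cell maintenance genes. Lists that are not from the paper came from general knowledge, and the KEGG release of the study was not used here. Besides genes of the lists, the text names for each comparison the 5 genes with the highest and the 5 with the lowest log2 fold change among called genes whose libraries do not overlap, leaving out gene models without a symbol of their own. tSNE, western blot, qPCR and telomere data were not analysed here.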

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

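The tests of a common factor among fibroblast genes, and the limits that define them, were chosen only after the result was seen, while the tests of scaling, GC content, length and depth and of the interferon genes against that factor were not, although the medians of the lists had been seen.

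The response to OSM and the response to LIF, each against -LIF-ESCs, differed in fibroblast genes. All 29 genes tested were higher in OSM-ESCs than in LIF-ESCs, 27 at an unadjusted p under 0.05 and 13 at an adjusted p under 0.05, with a median log2 fold change of 0.425 (camera adjusted p = 3.1e-27). The list was also past 0.05 in fry (adjusted p = 0.00216) and not with an estimated correlation (adjusted p = 0.119). With the replicate block 26 genes were higher at an unadjusted p under 0.05 and 0 at an adjusted p under 0.05. The camera adjusted p was then 1.76e-25. In a fit of only the groups compared, 0 of all genes tested had an adjusted p under 0.05. Fibroblast genes, which the paper does not discuss, were also well above -LIF-ESCs. Their median fold over -LIF-ESCs was 5.77 in LIF-ESCs and 8.22 in OSM-ESCs, although 4 of them had a lower mean in LIF-ESCs than in -LIF-ESCs. The median TPM of the list was 5.91 in -LIF-ESCs, 28.4 in LIF-ESCs and 40.9 in OSM-ESCs. The median between OSM-ESCs and LIF-ESCs was 0.412 after rescaling by the median ratio and 0.424 after the reads were thinned to the smallest total. It was 0.406 after trends on GC content and exon length were taken out of each library. The camera adjusted p was then 6.44e-27, adjusted over the fibroblast, interferon and hypoxia lists alone. These medians argue against scaling, depth, GC content and length as the whole cause. A larger share of fibroblast RNA in the OSM libraries is a candidate explanation. Among 8 genes near absent from -LIF-ESCs and at 5 TPM or more in LIF-ESCs, 0 departed by more than 2 standard errors from a common factor of 1.34 (0.422 on the log2 scale), and 0.591 of simulations with 1 factor had as large a spread. Of 19 genes also present in -LIF-ESCs, 3 rose by more than this factor by over 2 standard errors. These were Col5a1 (0.575), Timp2 (0.531) and S100a6 (0.51). The count was judged against a normal spread, although the standard errors rest on 5.3 degrees of freedom. S100a6 was no higher than Col5a2 (0.51), 1 of the 8 genes within the factor. The count thus argues only weakly against such a share as the whole cause for these genes. Genes that are not on the list, near absent from -LIF-ESCs and singled out after their values were seen went several ways. Ccl2, Ccl7 and Grem1 had log2 fold changes of 0.39, 0.40 and 0.48, within 2 standard errors of the factor. Mmp3 was below it, at 0.19 (standard error 0.05). The list leaves out 15 fibroblast or contractile genes that the study picked from these libraries for Supplementary Figure 1C, which removes genes with large rises and favours a common factor. All 15 were higher in OSM-ESCs than in LIF-ESCs, with log2 fold changes of 0.37 to 0.74 and a median of 0.63, and 10 of them were above the factor by more than 2 standard errors, among them Acta2 (0.73), Tagln (0.73), Myl9 (0.74), Igfbp7 (0.66) and Col1a1 (0.63). Being picked for their rise, they decide nothing by themselves. Of these, Thbs2 (0.60) and Ctsk (0.63) were also near absent from -LIF-ESCs, and with them added to the 8 genes, 2 of 10 departed from the common factor by more than 2 standard errors and 0.0829 of simulations had as large a spread. The paper describes feeder cells for the passages before the media were changed. Whether feeder RNA remained at P10, or the ESCs themselves or cells derived from them responded to OSM, was not tested.

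Interferon genes differed between the responses in the same direction. Of 22 genes, 19 were higher in OSM-ESCs than in LIF-ESCs at an unadjusted p under 0.05 and 6 at an adjusted p under 0.05, with a median log2 fold change of 0.338 (camera adjusted p = 3.08e-16, fry adjusted p = 0.00122, adjusted p with an estimated correlation 0.0451). With the replicate block 17 genes were higher at an unadjusted p under 0.05 and 0 at an adjusted p under 0.05. In a fit of only the groups compared 0 had an adjusted p under 0.05. The median was 0.325 after rescaling, 0.353 after thinning and 0.317 after the trends on GC content and length were taken out. This argues against these as the whole cause. After the last step the camera adjusted p was 7.24e-18, adjusted over the fibroblast, interferon and hypoxia lists alone. A larger share of fibroblast RNA may contribute, since 0 interferon genes rose above the common factor of the fibroblast genes by more than 2 standard errors. This cannot be told apart from a response of the ESCs to OSM of the same size or smaller, which would give the same count and stays open as untested.

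Hypoxia genes differed in the other direction. Of 21 genes tested, 10 were lower in OSM-ESCs than in LIF-ESCs at an unadjusted p under 0.05, 0 were higher and 2 were lower at an adjusted p under 0.05, with a median log2 fold change of -0.143 (camera adjusted p = 1.12e-06, fry adjusted p = 0.0151, adjusted p with an estimated correlation 0.216). With the replicate block 10 genes were lower at an unadjusted p under 0.05 and 0 at an adjusted p under 0.05. In a fit of only the groups compared 0 had an adjusted p under 0.05. The median was -0.155 after rescaling, -0.145 after thinning and -0.145 after the trends on GC content and length were taken out. This argues against these as the whole cause. After the last step the camera adjusted p was 1.25e-06, adjusted over the fibroblast, interferon and hypoxia lists alone. A difference in culture between the dishes and a response to OSM stay open, and neither was tested.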

How the results depend on the processing

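The alternatives with voom, without Gm23935 and on the Ugt1a cluster at a pseudocount of 0.1 were tests chosen only after the result was seen. Where values changed below, the cause was not tested, apart from fewer genes under a stricter filter and fewer libraries in a smaller fit. For 46 named genes, 1410 values under alternatives kept their direction, with 1215 the same, 84 weaker, 11 stronger, 100 moved and 0 reversed.

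Between OSM-ESCs and LIF-ESCs, 6 genes were called higher and 9 lower. A pseudocount of 0.1 gave 3 and 3, no filter gave 13 higher, a filter of 5 TPM gave 3 higher, and eBayes without a trend gave 4 lower. A fit of only the groups compared gave 0 and 0, with 1753 and 906 at an unadjusted p under 0.05, and voom gave 20 and 26. An adjusted p under 0.05 with no fold limit gave 86 and 24, an unadjusted p under 0.05 with 1.5-fold gave 221 and 125, and with a log2 limit of 0.5 it gave 363 and 176. Without a test, 120 genes rose and 84 fell by at least 1 on the log2 scale, and 187 to 207 rose and 127 to 172 fell across the 4 fits that each left out a replicate of these groups. Each of these fits has fewer libraries.

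Between LIF-ESCs and -LIF-ESCs, the 2470 higher and 1502 lower calls became 7822 and 4809 with no fold limit, 4972 and 2929 with an unadjusted p and 1.5-fold and 5632 and 3333 with a log2 limit of 0.5. A filter of 5 TPM gave 996 lower. Between OSM-ESCs and -LIF-ESCs, the 2630 and 1459 calls became 7958 and 4722, 5085 and 2878, and 5692 and 3234 under the same rules, and voom gave 2230 lower. Rescaling by the median ratio took the share of higher calls from 62.2% to 49.7% and from 64.3% to 51%.

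The mean r of LIF-ESCs with OSM-ESCs, 0.9855, was 0.9898 on TPM without a log, 0.9628 at a pseudocount of 0.1, 0.9898 over all genes above 0, and 0.9986 on TPM without a log and without Gm23935. That of -LIF-ESCs with LIF-ESCs, 0.8919, was 0.9132, 0.8341, 0.9389 and 0.9068 in this order, and 0.883 as Spearman's rho. That of -LIF-ESCs with OSM-ESCs, 0.8886, was 0.9085, 0.83, 0.9371 and 0.9115, and 0.8791 as Spearman's rho. In each of these settings LIF-ESCs and OSM-ESCs had the highest mean r of the 3 pairs of groups.

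The share of genes within 1.5-fold between LIF-ESCs and OSM-ESCs, 95.9%, was 98.9% within 2-fold, 91.4% at a pseudocount of 0.1, 97.8% with a filter of 5 TPM, and 94.2% to 94.8% with a replicate left out. In the stem cell maintenance list it was 98.8% to 100% with a replicate left out. At a pseudocount of 0.1 the adjusted p of Fisher's exact test fell from 0.0819 to 0.00171 for PI3K-Akt, 0.00157 for cell cycle and 0.00171 for stem cell maintenance. The value of 0.0819 could not have been lower, since 100% of each list was within 1.5-fold.

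Of 17 gene lists, 10 were past an adjusted p of 0.05 in camera and 1 with an estimated correlation, where fibroblast genes had an adjusted p of 0.119 and hypoxia genes of 0.216. At a pseudocount of 0.1 the primitive endoderm genes changed direction, with an adjusted p of 0.98 against 0.994. Of the pathway lists, 0 were past 0.05, and 5 were at a pseudocount of 0.1.

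Of the genes of Supplementary Figure 1A, 0 were higher in OSM-ESCs than in LIF-ESCs, with 2 at an unadjusted p under 0.05 and 1 at a p under 0.05 adjusted over the list alone. Of the 6 pluripotency genes of the text, 1 was lower in OSM-ESCs than in LIF-ESCs. The number was 0 at a pseudocount of 0.1, 0 in the fit of only the groups compared and 0 after rescaling, with 5, 4 and 5 at an unadjusted p under 0.05, and it was 5 adjusted over the list alone. Of the 16 genes of Fig. 4E, 1 was lower, and the number was 0, 0 and 2 in these settings, with 10, 9 and 10 at an unadjusted p under 0.05, and 9 adjusted over the list alone. The median log2 fold change of the 6 genes was -0.231 to -0.161 with a replicate left out.

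With the replicate number as a block, 0 genes were called higher and 0 lower between OSM-ESCs and LIF-ESCs, with 1640 and 837 at an unadjusted p under 0.05, and 0 pluripotency genes of the text and 0 of Fig. 4E were lower, with 5 and 10 at an unadjusted p under 0.05. An unadjusted p and 1.5-fold gave 239 and 136 in this fit. The deviations of libraries with the same number had correlations of -0.043, -0.023 and 0.027, so the libraries share only a number and this fit does not pair them.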

Differences from the paper's values

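The values with voom and those that combine another setting with another rule for a call were tests chosen only after the result was seen. The paper reports 169 genes higher and 87 lower in OSM-ESCs than in LIF-ESCs, and 6 and 9 were called here at the thresholds of its methods. Of the alternatives set before the data were examined, an unadjusted p under 0.05 with 1.5-fold gave 221 and 125, each within 1.5 times the paper's count. The counts of genes with a log2 fold change of at least 1 without a test, which were also set before for the fits that leave out a replicate, came within it for both directions without OSM replicate 1 (191 and 127) and without either -LIF replicate (120 and 84, as with all libraries). Without LIF replicate 1, LIF replicate 2 and OSM replicate 2, only the 187, 202 and 207 higher genes did. The alternatives that came within it for neither direction were a pseudocount of 0.1 (3 and 3), no filter (13 and 7), a filter of 5 TPM (3 and 7), eBayes without a trend (6 and 4), only the groups compared (0 and 0, with 1753 and 906 at an unadjusted p under 0.05), rescaling by the median ratio (4 and 8), removal of mitochondrial genes (6 and 10), no fold limit (86 and 24), an unadjusted p with a log2 limit of 0.5 (363 and 176) and the replicate block. Of the combinations, an unadjusted p with 1.5-fold gave 208 and 116 without a trend, 201 and 122 after rescaling and 218 and 130 without mitochondrial genes, and the filter of 5 TPM with a log2 limit of 0.5 gave 210 and 71. Without a test, a log2 fold change of at least 1 was reached by 148 and 99 genes with no filter and by 119 and 85 without mitochondrial genes, and the counts without a trend, with only the groups compared and with the replicate block were those of all libraries. Some combinations came within 1.5 times only 1 of the counts. These were the higher genes with a filter of 5 TPM and no fold limit, beside 38 lower genes, the 233 higher genes in a fit of only the groups compared with an unadjusted p and 1.5-fold, the higher genes of the replicate block under that rule, and the 79 lower genes after rescaling without a test.

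The correlations in Fig. 4B differed from those on the log2(TPM + 1) scale and were within the reading error of those on TPM without a log, an alternative set before the data were examined. The other alternatives, a pseudocount of 0.1, all genes above 0 and Spearman's rho, did not reach them. Between the -LIF replicates r was 0.9872 here and 0.9992 without a log, against the paper's value of about 1.0 in Fig. 4B, read by eye. For OSM replicate 1 with -LIF it was 0.8875 here and 0.9013 without a log, against the paper's value of about 0.90 in Fig. 4B, read by eye. For OSM replicate 2 with -LIF it was 0.8898 here and 0.9154 without a log, against the paper's value of about 0.92 in Fig. 4B, read by eye. For LIF with -LIF it was 0.8916 here and 0.9122 without a log, against the paper's value of about 0.91 in Fig. 4B, read by eye. Between the OSM replicates it was 0.9872 here and 0.9792 without a log, against the paper's value of about 0.98 in Fig. 4B, read by eye. For OSM replicate 1 with LIF it was 0.9854 here and 0.9799 without a log, against the paper's value of about 0.98 in Fig. 4B, read by eye. For OSM replicate 2 with LIF it was 0.9857 here and 0.9983 without a log, against the paper's value of about 1.0 in Fig. 4B, read by eye.

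The paper states that Nanog was higher in OSM-ESCs and LIF-ESCs than in -LIF-ESCs. Here Nanog was lower in both, with a log2 fold change of -0.58 in LIF-ESCs and -0.73 in OSM-ESCs, and it was lower under every alternative that was run. By qPCR, another measure, the paper reports the least Tert, Zscan4, Tcstv1 and Tcstv3 in -LIF-ESCs. Here Tert was highest in -LIF-ESCs, at 7.26 TPM against 5.43 in LIF-ESCs and 5.36 in OSM-ESCs. Zscan4a to Zscan4f were each highest there too, at under 1 TPM. Tcstv3 had 7 and 3 reads there and 0 in the other libraries, while Tcstv1 had at most 2 in any library. The Zscan4 and Tcstv genes were too low to be tested. The paper states that Dnmt3b and Dnmt3l differed between LIF-ESCs and OSM-ESCs. Their adjusted p was 0.0776 and 0.292 here, and Dnmt3b was under 0.05 adjusted over the list alone. With voom, chosen after seeing the values, the Dnmt3b log2 fold change, OSM against LIF, had an adjusted p of 0.000551, and the Dnmt3l log2 fold change, OSM against LIF, had one of 0.0541. The paper states that Ugt1a1 and Ugt1a6a were higher in OSM-ESCs by RNA-seq. Both were higher here with an adjusted p of 0.107 and 0.15, and with voom, chosen after seeing the values, the Ugt1a1 log2 fold change, OSM against LIF, had an adjusted p of 0.027 and the Ugt1a6a log2 fold change, OSM against LIF, had one of 0.0133. The reads of Ugt1a1 were the same as those of other Ugt1a genes in every library, so they do not show which gene of the cluster rose. The paper states an enrichment of PI3K-Akt, cell cycle and stem cell maintenance among equally expressed genes, where the adjusted p of Fisher's exact test was 0.0819 for each list here. With 100% of each list within 1.5-fold, this test could not pass 0.05, so its outcome does not speak against the paper's statement. At a pseudocount of 0.1 the adjusted p was at most 0.00171, a setting that does not separate the pathway from the level of expression. All 3 lists were also past 0.05 without LIF replicate 1, without LIF replicate 2 and without OSM replicate 2, and cell cycle alone was without OSM replicate 1. The paper states an enrichment of 4 of the pathways among higher genes, for which the exact test gave an adjusted p of 1 here and at most 1.89e-08 at a pseudocount of 0.1. At that pseudocount it was 0.208 to 0.47 with the Ugt1a cluster counted as 1 gene and 1 without the cluster, settings chosen after seeing the values. It also states one of fructose and mannose and of galactose metabolism among lower genes, where the adjusted p was 1 in both settings.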

Other observations

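The tests on shared Ugt1a reads, on a fibroblast share in the Ugt1a cluster, on Gm23935, on primitive endoderm genes and on fractions of reads were chosen only after the result was seen.

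In the Ugt1a cluster 5 of 9 genes had the same number of recovered reads in every library, which is consistent with reads of the shared last exons being counted for every gene. A larger share of fibroblast RNA in the OSM libraries was also tested. The log2 ratio of Ugt1a1 between OSM-ESCs and LIF-ESCs was 0.658, which is 0.239 above the median of the 8 abundant fibroblast genes, with a counting error of 0.142. The difference is under 2 counting errors, so such a share and a rise of the cluster in the ESCs cannot be told apart with so few reads. A rule used first, whether Ugt1a1 lay above the highest of the 8 genes, would have excluded the share, since that gene was at 0.526. The rule was changed to the counting error after this was seen.

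On TPM without a log, OSM replicate 1 had lower correlations than OSM replicate 2. Without Gm23935 the r between the OSM replicates was 0.9986, which is consistent with the value of this gene as the cause. No biological explanation was tested.

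Primitive endoderm genes named in Supplementary Figure 1C were lower in OSM-ESCs than in LIF-ESCs, with Sox17 at 1.08 TPM in LIF-ESCs and 0.406 in OSM-ESCs and Sox7 at 4.15 and 1.94. Fewer primitive endoderm-like cells in the OSM libraries may explain this. The primitive endoderm list, from which genes named in that figure were left out, had a camera p of 0.994, with 3 genes higher and 3 lower at an unadjusted p under 0.05, so it decides nothing.

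Of the values that were not whole reads, 31.1% had a simple fraction against 32.3% for random fractions. This argues against reads counted as simple fractions among overlapping genes, and what made these values was not found.

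Of the other lists in camera between OSM-ESCs and LIF-ESCs, the adjusted p was 8.15e-05 for the pluripotency genes of the text (median log2 fold change -0.19), 4.5e-09 for those of Fig. 4E (-0.184), 0.0019 for cell cycle (-0.043), 0.00229 for stem cell maintenance (-0.042), 0.0171 for histone methylation (-0.068), 0.0263 for STAT3 targets (-0.046) and 0.0475 for primed epiblast (0.194). In fry, the pluripotency lists, STAT3 targets and primed epiblast were also past 0.05, and with an estimated correlation none of these 7 was. The adjusted p in camera was 0.0978 for mesoderm (0.18), which was past 0.05 at a pseudocount of 0.1 (adjusted p = 0.0373), 0.497 for DNA methylation (-0.055), 0.579 for trophectoderm (0.14), 0.589 for histone acetylation (0.011), 0.647 for retinoic acid targets (0.077) and 0.649 for PI3K-Akt (0.01). The pluripotency and Supplementary Figure 1A lists were chosen by the study.

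Socs3, a STAT3 target, was at 38.2 ± 1.49 TPM (SD, n = 2) in -LIF-ESCs, 78.1 ± 1.27 in LIF-ESCs and 52.3 ± 2.46 in OSM-ESCs, a log2 fold change of -0.57 in OSM-ESCs against LIF-ESCs (adjusted p = 0.03 in limma). Osmr was at 0.141 TPM in -LIF-ESCs, 6.17 in LIF-ESCs and 7.56 in OSM-ESCs. Tert was at 7.26, 5.43 and 5.36 TPM in the same order, so it was highest in -LIF-ESCs. The paper's qPCR had it lowest there. Xist and the Y chromosome genes Ddx3y and Eif2s3y were chosen after their values were seen. Xist was at 0.0983, 2.33 and 3.37 TPM in the same order. Ddx3y was at 15.4, 13.1 and 12.8 TPM, and Eif2s3y fell from 34.3 TPM to 9.18 and 9.34 TPM, so the Y genes did not change alike. No explanation of these values was tested.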
